# Mildew Locus O facilitates colonization by arbuscular mycorrhizal fungi in angiosperms

**DOI:** 10.1111/nph.16465

**Published:** 2020-02-28

**Authors:** Catherine N. Jacott, Myriam Charpentier, Jeremy D. Murray, Christopher J. Ridout

**Keywords:** arbuscular mycorrhizal fungi, barley, *Medicago truncatula*, Mildew Resistance Locus O (MLO), powdery mildew

## Abstract

- Loss of barley *Mildew Resistance Locus O* (*MLO*) is known to confer durable and robust resistance to powdery mildew (*Blumeria graminis*), a biotrophic fungal leaf pathogen. Based on the increased expression of *MLO* in mycorrhizal roots and its presence in a clade of the MLO family that is specific to mycorrhizal‐host species, we investigated the potential role of MLO in arbuscular mycorrhizal interactions.
- Using mutants from barley (*Hordeum vulgare*), wheat (*Triticum aestivum*), and *Medicago truncatula*, we demonstrate a role for MLO in colonization by the arbuscular mycorrhizal fungus *Rhizophagus irregularis*.
- Early mycorrhizal colonization was reduced in *mlo* mutants of barley, wheat, and *M. truncatula*, and this was accompanied by a pronounced decrease in the expression of many of the key genes required for intracellular accommodation of arbuscular mycorrhizal fungi.
- These findings show that clade IV MLOs are involved in the establishment of symbiotic associations with beneficial fungi, a role that has been appropriated by powdery mildew.

## Abstract 2

See also the Commentary on this article by Zuccaro & Langen, **227**: 279–282.

## Introduction

Plants have co‐evolved with microbes, which is evident in the elaborate strategies that plants use to both promote beneficial symbioses and to restrict pathogenesis. For example, to establish beneficial endosymbioses like arbuscular mycorrhization, plants have dedicated host signalling pathways involving hundreds of genes (Oldroyd, 2013; Bravo *et al.*, 2016). Similarly, to keep apace with pathogens, components of the plant immune system are rapidly evolving and expanding (Chisholm *et al.*, 2006; Han, 2019). Pathogens employ strategies to take advantage of host genes – so‐called ‘susceptibility factors’ – to cause disease (O'Connell & Panstruga, 2006; Boevink *et al.*, 2016). One example of a susceptibility factor is the barley *Mildew resistance locus O* (*MLO)* gene – referred to here as *MLO1* to distinguish it from other family members – which is required for successful colonization by powdery mildew fungi, *Erysiphales* (Jørgensen, 1992)*.* However, the extent to which host susceptibility factors are required for beneficial symbioses is unknown.

*MLO* encodes a plasma membrane protein with seven transmembrane helices and a C‐terminal calmodulin‐binding domain (Devoto *et al.*, 1999; Kim *et al.*, 2002). Most research on MLO1 has been on its role in powdery mildew susceptibility. Barley lines with mutations in *MLO1* have been successfully deployed to provide broad‐spectrum, durable resistance to powdery mildew since 1942 (Freisleben & Lein, 1942). Despite considerable progress on the characterization of the powdery mildew resistance phenotype and its underlying molecular mechanism, MLO1's biological role remains unclear (Kim *et al.*, 2002; Piffanelli *et al.*, 2002; Consonni *et al.*, 2010). Notably, orthologues of MLO1 are only present in plant species that can host arbuscular mycorrhizal fungi (Bravo *et al.*, 2016). The study of other MLO family members has revealed their involvement in diverse plant processes, including pollen tube reception (AtMLO7/NORTIA) and root thigmomorphogenesis (Kessler *et al.*, 2010; Bidzinski *et al.*, 2014). The ancestral function of MLO proteins is unknown, but their presence in green algae suggests that the so‐far characterized roles are derivative (Jiao *et al.*, 2011). In *Arabidopsis thaliana*, loss of MLO family members belonging to a separate clade from barley MLO1 confers resistance to powdery mildew in a redundant fashion (Kusch *et al.*, 2016; Kuhn *et al.*, 2017). Interestingly, one of these can complement the *Atmlo7* pollen tube reception phenotype, suggesting a conserved biochemical function of MLO proteins (Jones *et al.*, 2017).

Most land plants can form an endosymbiosis with members of the *Glomeromycotina*, reflecting the ancient origins of this interaction (Remy *et al.*, 1994; Spatafora *et al.*, 2016). This mutualistic relationship supplies water and nutrients – particularly phosphate, but also nitrogen and zinc – to the host plant (Cooper & Tinker, 1978; Govindarajulu *et al.*, 2005; Watts‐Williams & Cavagnaro, 2012). Several key components of the signalling pathway required for establishing mycorrhizal symbioses (the common SYM pathway) are conserved in green algae, suggesting that land plant ancestors were preadapted for symbiosis (Delaux *et al.*, 2013 2015). Furthermore, MLO1 was previously suggested to be required for colonization by arbuscular mycorrhizal fungi (Ruiz‐Lozano *et al.*, 1999). By contrast, a recent study found that a *Hvmlo1* mutant had increased mycorrhizal colonization (Hilbert *et al.*, 2019). These studies were limited to a single allele evaluated at a single time point. Another study of an MLO from a different clade found no evidence for a role in arbuscular mycorrhization of pea (Humphry *et al.*, 2011).

Using time‐course analyses of mutants from barley, wheat, and *Medicago truncatula* and transcript profiling of *Hvmlo1* mutant mycorrhizal roots, we reveal a clear role for MLO in the early stages of arbuscular mycorrhizal colonization in angiosperms. The findings suggest a role for clade IV MLOs in the establishment of beneficial fungal symbiosis, which has been exploited by pathogens such as powdery mildew.

## Materials and Methods

### Phylogenetic analyses

Sequences were aligned using Muscle (Edgar, 2004), and a maximum likelihood tree was constructed using Mega X following a Jones–Taylor–Thornton model with 100 bootstrap replications (Kumar *et al.*, 2018). Protein sequences and references are in Supporting Information Methods S1.

### Barley, wheat and *M*. *truncatula* mutant molecular analyses

Details of the barley (*Hordeum vulgare* L.) and wheat (*Triticum aestivum* L.) *mlo* mutants used are in Methods S2. All primers are listed in Methods S3. To identify homozygous *M. truncatula* Gaertn. *mlo8 Tnt1‐*insertion mutants, DNA was extracted (DNeasy 96 Plant Kit; Qiagen), and genotyping of segregating seedling populations was performed by PCR. To detect *MtMLO8* cDNA, RNA was extracted from mycorrhizal *M. truncatula* roots (Plant RNeasy Kit; Qiagen). DNases were removed (Turbo DNA‐free; Ambion), and 150 ng of RNA was retrotranscribed (SuperScript IV reverse transcriptase; Invitrogen). cDNA was amplified by RT‐PCR (Phusion High Fidelity Polymerase kit; New England Biolabs, Ipswich, MA, USA).

### Plant growth conditions and mycorrhization and powdery mildew assays

For mycorrhization experiments, barley, wheat, and *M. truncatula* were grown in pots containing 80–90% Terragreen/sand and 10–20% mycorrhizal inoculum (homogenized soil substrate containing *Allium schoenoprasum* roots colonized by *Rhizophagus irregularis* DAOM 197198). Full descriptions of seed sterilization, soils substrates, and growth conditions for mycorrhization and powdery mildew assays are in Methods S4.

### *Agrobacterium* *rhizogenes*‐mediated gene transfer

*Agrobacterium rhizogenes*‐mediated gene transfer (Boisson‐Dernier *et al.*, 2001), was performed using strain AR1193. The promoter‐GUS construct *pMtMLO8:GUS* was generated using the Gateway^®^ system (Primrose & Twyman, 2013): entry vector pDONR207; destination vector 243_pKGW‐GGRR. The 1983 bp promoter region of *MtMLO8* (Medtr3g115940) was amplified using primers with Gateway‐compatible end sequences (Methods S3). The complementation construct *pMtMLO8:MtMLO8* was generated using the Golden Gate system (Engler *et al.*, 2009) using the same *MtMLO8* promoter region fused to the 1656 bp coding region. Domesticated DNA parts were synthesized by GeneArt^®^ (Life Technologies, Carlsbad, CA, USA). pL2V‐50507 was used for the L2 backbone, with *pLjUBIQUTIN:DsRed:t53S* placed in position 1, and *pMtMLO8:MLO8:t35S* in position 2.

### Fungal staining and quantification

Staining (ink, GUS, and WGA‐Alexa488) and visualization methods are summarized in Methods S5. Samples were blinded, and mycorrhizal colonization structures quantified using the gridline intersect method (Giovannetti & Mosse, 1980). Powdery mildew fungal structures were quantified by calculating the percentage host cell entry (the ratio of germinated spores : colony formation).

### Gene expression analyses

RNAs were extracted from root tissue (Plant RNeasy Kit; Qiagen) and were treated with DNase (RNase‐Free DNase Set; Qiagen). Methods for RT‐qPCR and transcriptome analyses using RNA‐sequencing can be found in Methods S6.

## Results

To assess a potential function for MLO1 in mycorrhization, we compared expression levels of barley *MLO1* (*HvMLO1*) in mycorrhizal and nonmycorrhizal roots (Fig. 1a)*.* At 22 d post‐inoculation (dpi) with *R. irregularis*, RT‐qPCR analysis indicated that *HvMLO1* was induced in mycorrhizal roots. We then evaluated mycorrhizal phenotypes of barley *Hvmlo1* mutants by quantification of mycorrhizal fungal colonization structures over a time‐course. Arbuscules and vesicles were quantified at 22, 29, and 36 dpi with *R. irregularis* (20% inoculum) in barley cv Ingrid wild‐type (WT), *Hvmlo1‐1,* and *Hvmlo1‐5* roots (Fig. 1b; Gene structures in Methods S2). We found a reduction in arbuscule and vesicle occurrence in *Hvmlo1‐1* and *Hvmlo1‐5* compared to WT at 22 dpi. This difference was maintained in *Hvmlo1‐5* at 29 dpi, whereas *Hvmlo1‐1* showed a similar phenotype to WT. By 36 dpi, no significant difference in mycorrhization between the lines was detectable. WT roots were fully colonized by mycorrhizal fungi by 22 and 29 dpi, whereas the *Hvmlo1* mutants established full colonization between 29 and 36 dpi. Overall, reduced mycorrhization was more evident at early time points, suggesting that mycorrhizal development in *Hvmlo1* is delayed but later recovers to WT levels.

**Figure 1:**
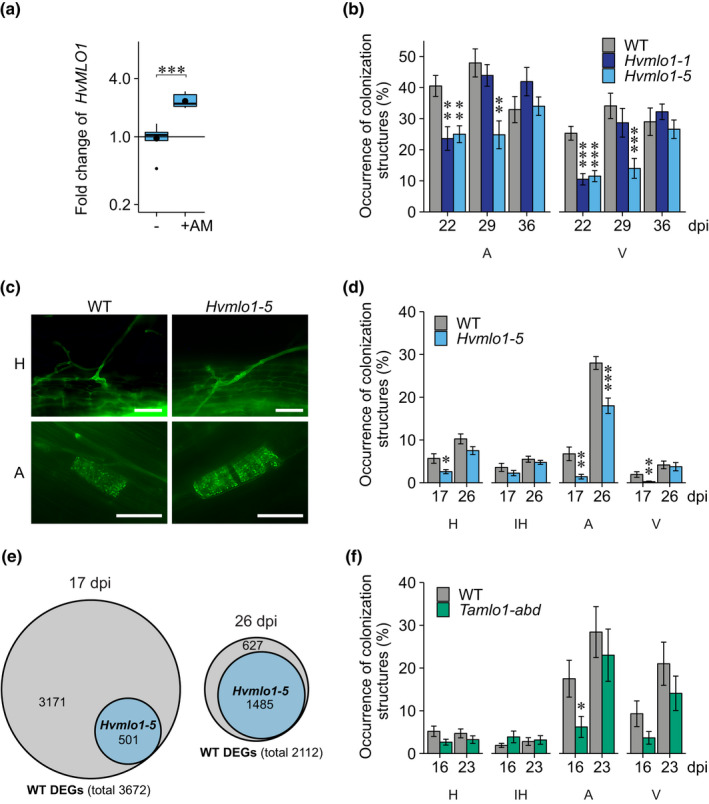
Mycorrhizal colonization in barley (*Hordeum vulgare*) and wheat (*Triticum aestivum*) *mlo1* mutants. (a) Relative expression of *HvMLO1* in wild‐type (WT) barley cv Ingrid roots without (−) and with *Rhizophagus irregularis* (+AM) at 22 d post inoculation (dpi). Relative expression levels were measured by RT‐qPCR and normalized to *HvEF1alpha* (barley). Statistical comparisons were made relative to nonmycorrhizal root samples. Boxplots represent means (large black dots), medians (black lines), 25–75% quartile (box), and upper/lower quartile ±1.5 × interquartile range (whiskers) of eight biological replicates (Student's *t*‐test: ***, *P* < 0.001). (b, d, f) Quantification of arbuscular mycorrhizal colonization structures in barley cv Ingrid and wheat cv KN1999 WT and *mlo1* roots after inoculation with *R. irregularis*: hyphopodia (H), intraradical hyphae (IH), arbuscules (A), and vesicles (V). The binomial occurrences of mycorrhizal structures are shown as a percentage of the total number of root sections assessed. Statistical comparisons have been made to the WT. Values are the mean of 12 biological replicates ± 1 SEM (error bars) (General Linear Model with a logit link function; ANOVA; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001). (c) Appearance of hyphopodia (H) and arbuscules (A) in WT and *Hvmlo1‐5* roots at 17 dpi with *R. irregularis*. Mycorrhizal fungal structures were stained using Alexa Fluor 488 wheat germ agglutinin. Photographs indicate representative examples from 40 observations. Bars, 50 μm. (e) Venn diagrams showing the number of differentially regulated genes (DEGs) in mycorrhizal roots relative to uninoculated roots in WT and the proportion of genes similarly responding in *Hvmlo1‐5* using a cut‐off of fold change > 2; FDR‐corrected *P‐*value < 0.05.

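In the genes called in both genotypes in the same direction, the median size of the log2 fold change at 17 dpi was 4.41 in WT and 3.07 in Hvmlo1-5. At 26 dpi these medians were 2.53 and 2.32. With genes that had no count in a group set to the lowest fold change that a floor of 3 counts over the group allows, the medians were 4.37 and 2.98 at 17 dpi and 2.50 and 2.31 at 26 dpi. Among genes with at least 1 CPM in a group and no overlap between the libraries, HORVU5Hr1G092970 and HORVU5Hr1G069410 rose most in WT at 17 dpi. HORVU5Hr1G092970 had 12435 counts over the 3 mycorrhizal libraries and 0 over the nonmycorrhizal ones, which is at least 5369-fold higher against that floor. HORVU5Hr1G069410 was at least 5007-fold higher in WT and at least 805-fold higher in Hvmlo1-5. HORVU2Hr1G000060 and HORVU6Hr1G014930 fell most in WT. HORVU2Hr1G000060 went from 465 counts to 0, at least 117-fold lower, and HORVU6Hr1G014930 from 302 to 3 counts, a ratio of 0.0128 (95% counting interval 0.00262 to 0.0377). HORVU6Hr1G014930 was no longer called when WT nonmycorrhizal replicate 2, WT mycorrhizal replicate 1 or WT mycorrhizal replicate 2 was left out. These 4 identifiers were not in the part of the supplementary tables read here, so no gene names are given for them.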

To further assess the mycorrhizal phenotype of *Hvmlo1* during the early stages of colonization, we performed a detailed analysis of symbiotic structures (hyphopodia, intraradical hyphae, arbuscules and vesicles) at early time points using less *R. irregularis* inoculum (10% inoculum) (Fig. 1c,d). At 17 dpi, *Hvmlo1‐5* showed a significant reduction in the occurrence of hyphopodia, arbuscules, and vesicles compared to WT. Similar to the previous experiment, by 26 dpi, *Hvmlo1‐5* showed a significant reduction in only arbuscule occurrence compared to WT. A similar phenotype was observed between WT and *Hvmlo1‐5* in a barley cv Pallas near‐isogenic line, in two separate experiments (Fig. S1a), suggesting the phenotype is stable across different genetic backgrounds. We observed no differences in the morphology of hyphopodia or arbuscules in *Hvmlo1‐5* mutants (Fig. 1c).

To gain insight into the nature of the delayed colonization of *Hvmlo1‐5*, we carried out comparative transcriptomic analyses at 17 dpi and 26 dpi with *R. irregularis* (Figs 1e, S2)*.* At 17 dpi, there were considerably fewer differentially regulated genes (DEGs) in *Hvmlo1‐5* than WT, with 86% (3171/3672) of all WT DEGs not responding in *Hvmlo1‐5.* By 26 dpi, despite the recovery of observable colonization in the mutant, there was still a substantial (*c.* 30%) reduction of the number of DEGs in *Hvmlo1‐5* relative to WT, suggesting persistent perturbation of the mycorrhizal interaction.

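Roots of barley cv Ingrid WT and of Hvmlo1-5, a line that carries a chemically induced mutation in HvMLO1, were compared at 17 and 26 dpi after growth with 10% R. irregularis inoculum or with none. RNA of 3 replicates of each of the 8 groups was sequenced, which gave 24 libraries. The authors provide, for each library, the estimated counts and TPM of 248391 transcripts from kallisto, which assigns reads to transcripts without aligning them base by base. These estimated counts are not normalized between libraries. The estimated counts of the transcripts of a gene were added up and rounded, which gave values for 39855 genes, of which 33644 had a count in at least 1 library. Between 30639162 and 54557511 counts were assigned per library. The median was lowest in mycorrhizal Hvmlo1-5 roots at 17 dpi, at 31928697 counts against 41476926 in mycorrhizal WT roots at that time, and highest in nonmycorrhizal Hvmlo1-5 roots at 26 dpi, at 51925498 counts. The 12 libraries of a time point were fitted together in edgeR with TMM normalization and no count minimum, and groups were compared with its quasi-likelihood test. A gene was called a DEG at a fold change over 2 and a Benjamini-Hochberg adjusted p under 0.05, as in Fig. 1e. CPM are counts scaled to the library's total after its TMM adjustment, within a time point.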

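At 17 dpi, 2774 of 32482 genes tested were DEGs in mycorrhizal against nonmycorrhizal WT roots, and 498 were DEGs in Hvmlo1-5 roots. Of the WT DEGs, 331 were also DEGs in the same direction in Hvmlo1-5 and 2443 (88.1%) were not. In the 2443 genes the median log2 fold change was 1.69 in size in WT and 0.24 in the WT direction in Hvmlo1-5, and 66.5% had the same sign in both genotypes. With genes at 0 in a group set to their bound, these medians were 1.69 and 0.23. The WT values of such genes are selected to be large. The 331 genes became 164 without Hvmlo1-5 nonmycorrhizal replicate 1, 213 without its replicate 3 and 161 without Hvmlo1-5 mycorrhizal replicate 3, and the 2443 became 1302 and 1357 without WT nonmycorrhizal or mycorrhizal replicate 2. The number of WT DEGs was 1628 without WT nonmycorrhizal replicate 2 and 1637 without WT mycorrhizal replicate 2. The number in Hvmlo1-5 fell to 236 and 257 without its nonmycorrhizal replicates 1 and 2, and to 310 and 200 without its mycorrhizal replicates 1 and 3. With each library left out in turn, the share of WT DEGs not called in Hvmlo1-5 ranged from 80.0% to 93.9%, and with DESeq2 it was 83.0%. A gene called in WT and not in Hvmlo1-5 is not by that alone shown to respond differently, so the difference between the responses was also tested for each gene. This interaction was called for 178 genes, with a lower response in Hvmlo1-5 for 160 and a higher one for 18. With scaling to library size alone 1 was higher and 84 lower, and with DESeq2 723 were higher and 1558 lower. The 178 genes included 139 of the WT DEGs. The interaction count depended on single libraries and on the tool. It was 0 without WT nonmycorrhizal replicate 2 or 3, WT mycorrhizal replicate 2 or 3, Hvmlo1-5 nonmycorrhizal replicate 1 or 2, or Hvmlo1-5 mycorrhizal replicate 1 or 2. It was 4 without Hvmlo1-5 mycorrhizal replicate 3, 1362 without WT nonmycorrhizal replicate 1 and 2835 without Hvmlo1-5 nonmycorrhizal replicate 3. At an unadjusted p under 0.05 there were 8939 genes, and the likelihood ratio test of edgeR called 2086, DESeq2 2281 and limma-voom 1. At 26 dpi, 2206 of 32479 genes tested were DEGs in WT and 2033 in Hvmlo1-5, 7.8% fewer. Of the WT DEGs, 1588 were also called in the same direction in Hvmlo1-5 and 618 (28.0%) were not. In the 618 genes the median log2 fold change was 1.46 in size in WT and 0.75 in the WT direction in Hvmlo1-5 (1.45 and 0.75 with bounds), and 90.5% had the same sign. The quasi-likelihood test called the interaction at 26 dpi for 0 genes, with 2175 at an unadjusted p under 0.05. The likelihood ratio test called 29, DESeq2 22 and limma-voom 0.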

To further investigate the nature of the differences in *Hvmlo1‐5,* we examined the expression of potential barley orthologues of genes known to be involved in mycorrhizal symbiosis in other species*.* Amongst the genes induced more than two‐fold in WT – but not in *Hvmlo1‐5* – at 17 dpi, were genes required for early colonization and components of the common signalling pathway required for nodulation and mycorrhization, *VAPYRIN, NSP1, NSP2, DMI2, IPD3* and *NOPE1* homologues (Catoira *et al.*, 2000; Ané *et al.*, 2002; Lévy *et al.*, 2004; Messinese *et al.*, 2007; Pumplin *et al.*, 2010; Murray *et al.*, 2011; Nadal *et al.*, 2017) (Tables 1, S1, S2; Fig. S3). This suggests that *MLO1* is required for timely or full‐activation of early processes of mycorrhizal colonization. Also, the expression of potential orthologues of several genes involved in arbuscule development and function were affected in *Hvmlo1‐5,* including *RAM1, RAD1*, *RAM2*, *EXO70I*, *STR, STR2 AMT2‐3*, *AMT3‐4* and *PT4* homologues (Table 1; Fig. S3) (Harrison *et al.*, 2002; Zhang *et al.*, 2010; Gobbato *et al.*, 2012; Wang *et al.*, 2012; Breuillin‐Sessoms *et al.*, 2015; Xue *et al.*, 2015; Zhang *et al.*, 2015). 

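At 17 dpi, NSP1 (HORVU2Hr1G104160) rose in WT from 1.00 ± 0.233 CPM in nonmycorrhizal roots to 4.42 ± 0.408 CPM in mycorrhizal roots (SD, n = 3), a log2 fold change of 2.14 (standard error 0.24, adjusted p = 0.000273 from edgeR). In Hvmlo1-5 it went from 2.57 ± 0.632 to 2.21 ± 0.419 CPM (log2 fold change -0.22, adjusted p = 0.677). Its expression in nonmycorrhizal roots was already higher in Hvmlo1-5 than in WT, by 1.36 on the log2 scale (adjusted p = 0.0392). This call of NSP1 is near the threshold and was not checked with other tools or with a library left out. The number of genes called in that comparison ranged from 56 to 719 with a library left out, against 92 with all. DMI2 (HORVU2Hr1G058820) rose from 11.1 ± 1.10 to 73.0 ± 13.4 CPM in WT, by 2.72 on the log2 scale (adjusted p = 5.89e-05), and from 17.3 ± 5.17 to 30.0 ± 4.32 CPM in Hvmlo1-5, by 0.79 (adjusted p = 0.0691). IPD3 (HORVU7Hr1G008420) rose from 12.5 ± 2.86 to 58.7 ± 11.0 CPM in WT, by 2.23 on the log2 scale (adjusted p = 0.000273), and from 19.5 ± 6.21 to 23.6 ± 3.79 CPM in Hvmlo1-5, by 0.28 (adjusted p = 0.608). NOPE1 (HORVU2Hr1G005470) increased from 9.05 ± 0.635 to 57.2 ± 19.8 CPM in WT roots (log2 fold change 2.66, adjusted p = 6.57e-05). In Hvmlo1-5 it increased from 10.0 ± 0.821 to 19.1 ± 3.83 CPM, which was under 2-fold at 0.93 but past the adjusted p threshold (0.0463). NSP2 (HORVU4Hr1G061310) changed from 2.65 ± 1.23 to 11.4 ± 4.07 CPM in WT (log2 fold change 2.10, adjusted p = 0.0102) and from 3.14 ± 1.17 to 2.58 ± 1.35 CPM in Hvmlo1-5 (-0.27, adjusted p = 0.825). VAPYRIN (HORVU4Hr1G002180) went from 14.2 ± 0.860 to 29.6 ± 6.41 CPM in WT, a log2 fold change of 1.06 (adjusted p = 0.000695) that was under 2-fold without WT mycorrhizal replicate 2 or 3. In Hvmlo1-5 its CPM went from 10.8 ± 0.489 to 16.7 ± 0.992 (log2 fold change 0.62, adjusted p = 0.0430). The difference between the responses of the genotypes was -2.36 on the log2 scale for NSP1 (adjusted p = 0.0414), -1.93 for DMI2 (0.0414), -1.95 for IPD3 (0.0435) and -1.73 for NOPE1 (0.0435). By the quasi-likelihood test it did not pass the threshold for NSP2 (-2.37, adjusted p = 0.0729) or VAPYRIN (-0.43, adjusted p = 0.182). NSP2 was called by the likelihood ratio test, by DESeq2 and in a fit of all 24 libraries, and limma-voom on the 17 dpi libraries called none of these 6 genes. The calls for NSP1, DMI2, IPD3 and NOPE1 were each lost in 9 of 12 fits with a library left out, the exceptions being those without WT nonmycorrhizal replicate 1, WT mycorrhizal replicate 1 or Hvmlo1-5 nonmycorrhizal replicate 3. These calls were also lost with a block by replicate number or letter. Those of IPD3 and NOPE1 were lost with robust estimation, and that of IPD3 with scaling to library size alone. In nonmycorrhizal WT roots NSP1, DMI2, IPD3 and NOPE1 also rose from 17 to 26 dpi, by 2.55, 2.34, 2.10 and 1.03 on the log2 scale. The rise of NOPE1 was not called without WT nonmycorrhizal replicate 2 or 3 of 17 dpi or replicate 1 of 26 dpi.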

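At 17 dpi, RAD1 (HORVU3Hr1G088780) rose in WT from 0.327 ± 0.134 to 5.60 ± 3.04 CPM (SD, n = 3), by 4.08 on the log2 scale (standard error 0.51, adjusted p = 0.000478 from edgeR's quasi-likelihood test). In Hvmlo1-5 it was at 0.492 ± 0.149 CPM without and 0.444 ± 0.146 CPM with inoculation (-0.13, adjusted p = 0.957), with 66 and 45 counts over 3 libraries. RAM2 (HORVU4Hr1G011110) rose from 5.33 ± 0.385 to 26.1 ± 10.8 CPM in WT (2.29, adjusted p = 0.000598) and was at 4.69 ± 0.760 and 5.69 ± 1.44 CPM in Hvmlo1-5 (0.28, adjusted p = 0.669). STR (HORVU5Hr1G060690) rose by 3.50 in WT (adjusted p = 0.00105), and its change of 1.79 in Hvmlo1-5 did not pass the threshold (adjusted p = 0.102), although the likelihood ratio test and DESeq2 called it. The other 5 genes were called in both genotypes. EXO70I (HORVU7Hr1G052100) rose by 7.13 in WT, to 12.1 ± 5.07 CPM, and by 5.03 in Hvmlo1-5, to 2.29 ± 1.02 CPM. STR2 (HORVU3Hr1G066220) reached 23.1 ± 12.8 CPM in mycorrhizal WT roots against 3 counts over the nonmycorrhizal libraries, a ratio of 1199 with a 95% counting interval from 410 to 5818. In Hvmlo1-5 it reached 2.59 ± 2.07 CPM (log2 fold change 6.01, adjusted p = 0.00903). AMT2-3 (HORVU3Hr1G082610) was at least 740-fold higher in mycorrhizal WT roots, at 14.2 ± 7.28 CPM against 0 counts, taking 3 counts over the group as the floor. In Hvmlo1-5 it reached 0.731 ± 0.566 CPM against 1 count, a ratio of 98.6 (95% counting interval 17.2 to 3944). The gene that Table 1 lists as AMT2-4 (HORVU5Hr1G095030) reached 3.04 ± 1.30 CPM in WT against 1 count, a ratio of 480 (95% counting interval 85.6 to 18997), and 0.565 ± 0.154 CPM in Hvmlo1-5, at least 24.8-fold higher. PT4 (HORVU6Hr1G058690) had 0 counts in nonmycorrhizal roots of both genotypes and reached 4.45 ± 2.20 CPM in WT, at least 231-fold higher, and 0.986 ± 0.584 CPM in Hvmlo1-5, at least 43.2-fold higher. The intervals and floors cover counting error only. In Hvmlo1-5 the call of STR2 was lost with limma-voom, and those of EXO70I, AMT2-4 and PT4 with a block by replicate letter. The call of AMT2-3 there was lost with limma-voom, robust estimation, thinning to equal totals and a block by replicate letter. The call of AMT2-3 in Hvmlo1-5 was also lost in 6 of 12 fits with a library left out: those without any of its nonmycorrhizal replicates 1, 2 and 3, its mycorrhizal replicate 2 or 3, or WT mycorrhizal replicate 3. By the quasi-likelihood test only RAD1 of these genes had a called difference between the responses of the genotypes (-4.22, adjusted p = 0.0435), which was lost in 9 of 12 such fits and held without WT nonmycorrhizal replicate 1, WT mycorrhizal replicate 1 or Hvmlo1-5 nonmycorrhizal replicate 3. RAM2 was near the threshold (-2.00, adjusted p = 0.0515) and was called in the 3 fits in which RAD1 was. Both RAM2 and STR2 were called by the likelihood ratio test and DESeq2, AMT2-3 was called by DESeq2, and filterByExpr and a fit of all 24 libraries called RAM2. RAD1 was not called by limma-voom, with robust estimation or with either replicate block. For genes with almost no counts in nonmycorrhizal roots the difference is poorly determined, as for AMT2-3 (-6.08, standard error 4.36). RAM1, which has no identifier in Table 1, was not analysed here.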

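At 26 dpi, 13 of the 16 genes of Table 1 were DEGs in both WT and Hvmlo1-5, and the same 13 genes were called in every fit that left out a library of that time point. The exceptions were NSP1, DMI1 and DMI3, which rose by less than 2-fold in both genotypes. NSP2 rose by 3.41 on the log2 scale in WT and by 3.35 in Hvmlo1-5, to 47.5 ± 10.6 and 58.3 ± 6.93 CPM (SD, n = 3). NOPE1 increased by 2.72 in WT and 3.27 in Hvmlo1-5, and RAM2 by 3.36 and 3.05. RAD1 had 17.1 ± 10.8 CPM in mycorrhizal WT roots and 15.8 ± 5.43 CPM in mycorrhizal Hvmlo1-5 roots, and STR had 56.7 ± 31.2 and 51.3 ± 18.9 CPM. PT4 was at 0 counts in nonmycorrhizal roots and at 16.7 ± 8.74 CPM in mycorrhizal WT and 21.4 ± 3.69 CPM in mycorrhizal Hvmlo1-5 roots, at least 778-fold and 1070-fold higher. Between mycorrhizal roots of Hvmlo1-5 and WT, the 16 log2 differences at 26 dpi lay between -0.23 and 0.36. The quasi-likelihood test of edgeR called 0 of them, with 0 at an unadjusted p under 0.05 and a lowest adjusted p of 0.457. The difference between the responses was likewise called for 0 of the 16 genes, with 1 at an unadjusted p under 0.05. The likelihood ratio test, DESeq2 and limma-voom also called 0 in both comparisons.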

Generally, these genes were induced to a lesser extent than WT at 17 dpi, and partly or fully recovered by 26 dpi, which mirrors the initial delay and later recovery of the colonization phenotype. Together, these phenotypic and transcriptomic results indicate a role for MLO1 in the early stage of mycorrhization.

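Genes induced at 26 dpi in both genotypes were used to read the response at 17 dpi in other libraries than those that chose them. Of 1376 such genes, 920 were called induced at 17 dpi in WT and 299 in Hvmlo1-5. Their median log2 fold change at 17 dpi was 2.21 in WT and 1.12 in Hvmlo1-5, or 2.18 and 0.96 with genes that had no count in a group set to their bound. Between mycorrhizal roots at 17 dpi, 345 of these genes were called lower in Hvmlo1-5 than in WT and 0 higher by edgeR's quasi-likelihood test. The 345 genes became 81 and 131 without WT mycorrhizal replicates 2 and 3, and 96 and 54 without Hvmlo1-5 mycorrhizal replicates 1 and 2, while at most 1 was higher with any 17 dpi library left out. The 299 genes became 149 and 198 without Hvmlo1-5 nonmycorrhizal replicates 1 and 2 and 152 without Hvmlo1-5 mycorrhizal replicate 3. The mean log2 CPM per library over the 1374 of these genes with a count at 17 dpi, with a prior count of 2, was 1.82 ± 0.36 (SD, n = 3) in mycorrhizal WT roots and 0.55 ± 0.28 in mycorrhizal Hvmlo1-5 roots, a difference of -1.27. The lowest mycorrhizal WT library lay above the highest Hvmlo1-5 one, and the exact permutation test (two-sided) gave p = 0.1, the smallest that 3 against 3 libraries allow. Nonmycorrhizal roots were at -0.68 ± 0.14 in WT and -0.76 ± 0.07 in Hvmlo1-5 (exact permutation p = 0.4). Inoculation thus raised the mean by 2.50 in WT and by 1.31 in Hvmlo1-5 (exact permutation p = 0.1 for both). The difference between mycorrhizal roots moved most, to -0.80, when the gene list was made without the fold change minimum. The paper describes the Table 1 genes as generally less induced in Hvmlo1-5 at 17 dpi, with part or full recovery by 26 dpi. It also reports later colonization of Hvmlo1-5 roots, and reads the results as pointing to a role of MLO1 early in mycorrhization.

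**Figure D1:**
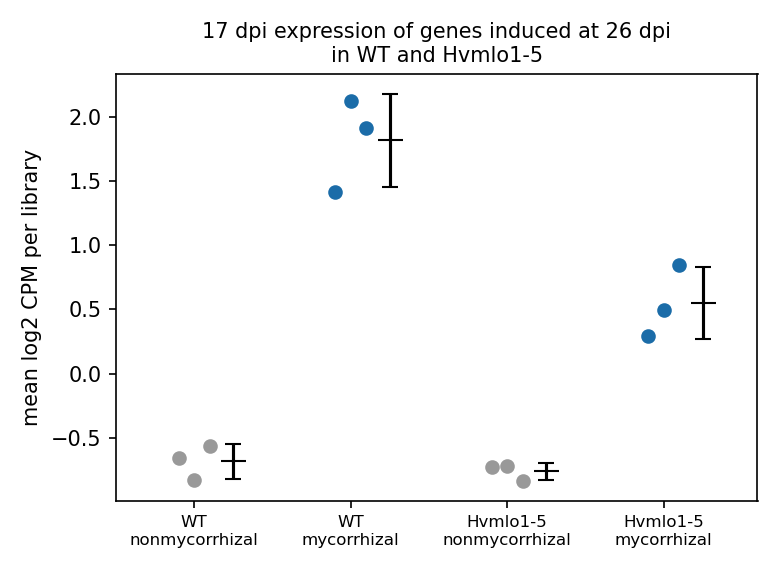
Mean log2 CPM at 17 dpi of genes induced at 26 dpi in both genotypes, for each of the 3 libraries of the 4 groups at 17 dpi (points), with the mean and SD of each group (horizontal line and bars). Mycorrhizal WT libraries lie between 1.41 and 2.12, mycorrhizal Hvmlo1-5 libraries between 0.29 and 0.85, and nonmycorrhizal libraries of both genotypes between -0.84 and -0.56.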

**Table 1:** Counts per million (CPM) values of potential barley (*Hordeum vulgare (Hv)*) orthologues of *Medicago truncatula (Mt) *genes previously described to be involved in mycorrhizal symbiosis in wild‐type (WT) and *Hvmlo1‐5* nonmycorrhizal and mycorrhizal roots: significant fold changes between WT and *Hvmlo1‐5* at corresponding time points and treatments are indicated.

*Mt* gene	*Mt* identifier	*Hv* identifier	Mean normalized CPMs							
			17 dpi				26 dpi			
			Nonmycorrhizal		Mycorrhizal		Nonmycorrhizal		Mycorrhizal	
			WT	*Hvmlo1‐5*	WT	*Hvmlo1‐5*	WT	*Hvmlo1‐5*	WT	*Hvmlo1‐5*
*VAPYRIN*	Medtr6g027840	HORVU4Hr1G002180	14.3	11.0	32.2	16.2 ***	17.0	18.8	62.4	63.6
*NSP1*	Medtr8g020840	HORVU2Hr1G104160	1.0	2.6	4.0	2.2 *	6.0	6.9	8.9	8.6
*NSP2*	Medtr3g072710	HORVU4Hr1G061310	2.7	3.2	11.2	2.5 ***	4.5	5.8	47.2	57.3
*DMI1*	Medtr2g005870	HORVU5Hr1G120340	28.3	33.3	44.2	33.2 **	61.1	62.1	80.6	74.6
*DMI2*	Medtr5g030920	HORVU2Hr1G058820	11.1	17.6	72.8	29.2 ***	57.0	71.3	181.0	195.0
*DMI3*	Medtr8g043970	HORVU1Hr1G068660	14.0	17.0	23.8	14.9 **	38.4	35.2	52.3	48.6
*IPD3*	Medtr5g026850	HORVU7Hr1G008420	12.6	19.8	56.4	22.9 ***	54.7	56.7	158.8	138.8
*NOPE1*	Medtr3g093270 Medtr3g093290	HORVU2Hr1G005470	9.1	10.1	53.5	18.5 ***	18.8	15.9	121.8	149.8
*RAD1*	Medtr4g104020	HORVU3Hr1G088780	0.3	0.5	7.6	0.4 ***	1.5	1.6	16.9	15.6
*RAM2*	Medtr1g040500	HORVU4Hr1G011110	5.3	4.7	30.6	5.5 ***	7.7	8.5	77.7	68.1
*EXO70I*	Medtr1g017910	HORVU7Hr1G052100	0.1	0.1	11.6	2.2 ***	0.1	0.1	34.0	37.4
*STR*	Medtr8g107450	HORVU5Hr1G060690	1.3	0.5	14.5	1.7 ***	0.7	0.4	56.1	50.4
*STR2*	Medtr5g030910	HORVU3Hr1G066220	0.0	0.0	26.2	2.5 ***	0.1	0.2	83.3	84.2
*AMT2‐3*	Medtr8g074750	HORVU3Hr1G082610	0.0	0.0	14.3	0.7 ***	0.0	0.0	53.8	45.5
*AMT2‐4*	Medtr7g115050	HORVU5Hr1G095030	0.0	0.0	3.0	0.5 ***	0.0	0.0	9.8	12.0
*PT4*	Medtr8g074750	HORVU6Hr1G058690	0.0	0.0	3.9	1.0	0.0	0.0	16.6	21.0

FDR‐corrected *P‐*value; *, *P* < 0.05; **,* P* < 0.01; ***, *P* < 0.001.

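Of the 16 genes of Table 1, 12 were called lower in mycorrhizal Hvmlo1-5 than in mycorrhizal WT roots at 17 dpi by edgeR's quasi-likelihood test, and 13 had an adjusted p under 0.05. Adjusted over the list alone, 13 genes were called and 16 had an adjusted p under 0.05. The list is the paper's and was chosen on these same samples, so counts adjusted over it alone are not independent evidence. All 16 log2 differences were negative, from -4.25 for AMT2-3 to -0.40 for DMI1. The log2 difference was -1.58 for NOPE1 (adjusted p = 0.00484), -2.19 for RAM2 (0.00476), -3.63 for RAD1 (0.00548) and for DMI2 -1.28 (0.0106). NSP1 was barely past both thresholds, at an adjusted p of 0.0454, and its call was lost without any 1 of the 6 mycorrhizal libraries or without Hvmlo1-5 nonmycorrhizal replicate 1. DMI2 was not called without Hvmlo1-5 mycorrhizal replicate 2. VAPYRIN was under 2-fold (-0.83, adjusted p = 0.0119), and DMI1 (0.0708), DMI3 (-0.73, adjusted p = 0.104) and PT4 (-2.15, adjusted p = 0.0799) did not pass the adjusted p threshold. The number of genes called was 5 without WT mycorrhizal replicate 2, 6 without WT mycorrhizal replicate 3, 5 without Hvmlo1-5 mycorrhizal replicate 1 and 3 without Hvmlo1-5 mycorrhizal replicate 2. In the inoculation response at 17 dpi, 14 of the 16 genes were called in WT and 5 in Hvmlo1-5 (14 and 6 adjusted over the list alone), and the difference between the responses was called for 5 (7 adjusted over the list alone). With adjustment over all genes tested, a different response was called for 0 of the 16 in the 9 fits that left out a library other than WT nonmycorrhizal replicate 1, WT mycorrhizal replicate 1 or Hvmlo1-5 nonmycorrhizal replicate 3. The values that Table 1 gives for 7 of the 8 groups equal the mean over the 3 libraries of counts scaled to the library's total alone, without the TMM adjustment of the CPM given here, for 16 of 16 genes within 0.051. For mycorrhizal WT roots at 17 dpi they equal the values of replicate 3 on that scale for 16 of 16 genes and the mean for 0 of 16.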

dpi, days post inoculation.

To investigate the conservation of function for this MLO, we used phylogenetic analysis to identify potential functional orthologues of HvMLO1 (Fig. 2). The analysis included mycorrhizal host species: basal angiosperm *Amborella trichopoda*; dicots *Glycine max*, *M. truncatula*, *Pisum sativum,* and *Solanum lycopersicum*; and monocots *H. vulgare*, *Oryza sativa,* and *T. aestivum*, as well as nonmycorrhizal host species: moss *Physcomitrella patens*; and dicots *Arabidopsis thaliana*, *Beta vulgaris*, *Dianthus caryophyllus,* and *Lupinus angustifolius*. As previously shown (Kusch *et al.*, 2016), the phylogenetic analysis supported the view that embryophyte MLO proteins diverged into seven clades. HvMLO1 groups in clade IV, which is comprised only of species that are mycorrhizal‐hosts, while powdery mildew susceptibility factors identified in monocots and dicots are found in clades IV and V, respectively.

**Figure 2:**
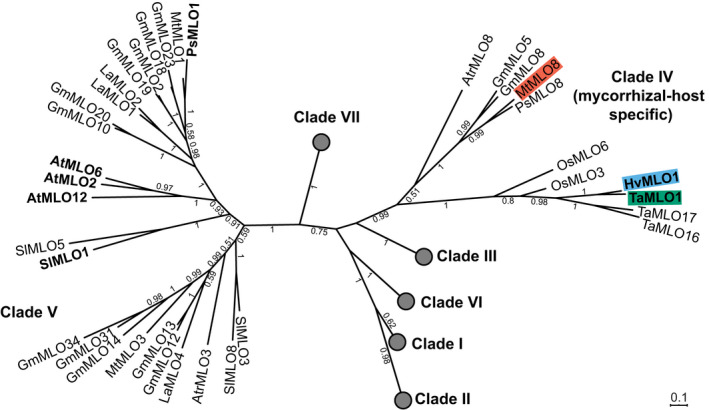
MLO phylogeny. A phylogenetic tree showing the relationship between MLO proteins from *Amborella trichopoda* (Atr), *Arabidopsis thaliana* (At),* Beta vulgaris* (Bv),* Dianthus caryophyllus* (Dc),* Glycine max* (Gm),* Hordeum vulgare* (Hv),* Lupinus angustifolius* (La),* Medicago truncatula* (Mt),* Oryza sativa* (Os),* Pisum sativum* (Ps),* Physcomitrella patens* (Pp),* Solanum lycopersicum* (Sl) *and Triticum aestivum* (Ta)*.* The *T. aestivum* MLO protein dataset often included near‐identical homoeoalleles (A, B and D copies); therefore, for simplicity, only one homoeoallele was included in the phylogenetic analysis (A homoeoallele where possible). The tree was generated using Mega X from an amino acid alignment. The phylogenetic tree was calculated via the maximum likelihood method, using Jones–Taylor–Thornton modelling with 100 bootstrap replications. Bootstrap values > 0.5 are shown. The scale bar indicates the evolutionary distance based on the amino acid substitution rate. Circles indicate collapsed clades; known powdery mildew susceptibility factors are labelled in bold, and candidate MLO proteins for a role in mycorrhization are highlighted.

The wheat functional orthologue of HvMLO1, TaMLO1, is a powdery mildew host susceptibility factor (Wang *et al.*, 2014). *Tamlo1‐abd* contains TALEN‐induced mutations in all three homoeoalleles (A, B, and D) (Wang *et al.*, 2014). To assess the mycorrhizal phenotype of *Tamlo1‐abd* during the early stages of mycorrhization, we performed a detailed analysis of mycorrhizal structures (hyphopodia, intraradical hyphae, arbuscules, and vesicles) at early time points similar to those used for barley (Figs 1f, S1b). At 16 dpi with *R. irregularis*, *Tamlo1‐abd* showed a significant reduction in arbuscule occurrence compared to WT. However, consistent with our findings in barley, by 23 dpi *Tamlo1‐abd* colonization levels were similar to WT. Wheat *mlo1* mutants exhibited the delayed mycorrhizal phenotype in two separate experiments, suggesting a conserved role for MLO1 in mycorrhization in cereals.

To determine whether MLO's role in mycorrhization extends to dicots, we investigated *M. truncatula* MtMLO8, the apparent orthologue of HvMLO1, which was previously found to be conserved exclusively in mycorrhizal host plants (Bravo *et al.*, 2016). We first tested its expression in mycorrhizal roots, and we found that, like *HvMLO1, MtMLO8* was induced relative to nonmycorrhizal roots (Figs 3a, S4a), consistent with data from several studies available in the public database (Benedito *et al.*, 2008; Breakspear *et al.*, 2014; Luginbuehl *et al.*, 2017). To establish in which cell types *MtMLO8* is expressed, we studied its expression in *M. truncatula* roots using the *MtMLO8* promoter to drive *GUS* expression using the *Agrobacterium rhizogenes* mediated hairy root transformation system*. MtMLO8* promoter activity was strongly associated with cortical cells containing arbuscules (Figs 3b*,* S4b).

**Figure 3:**
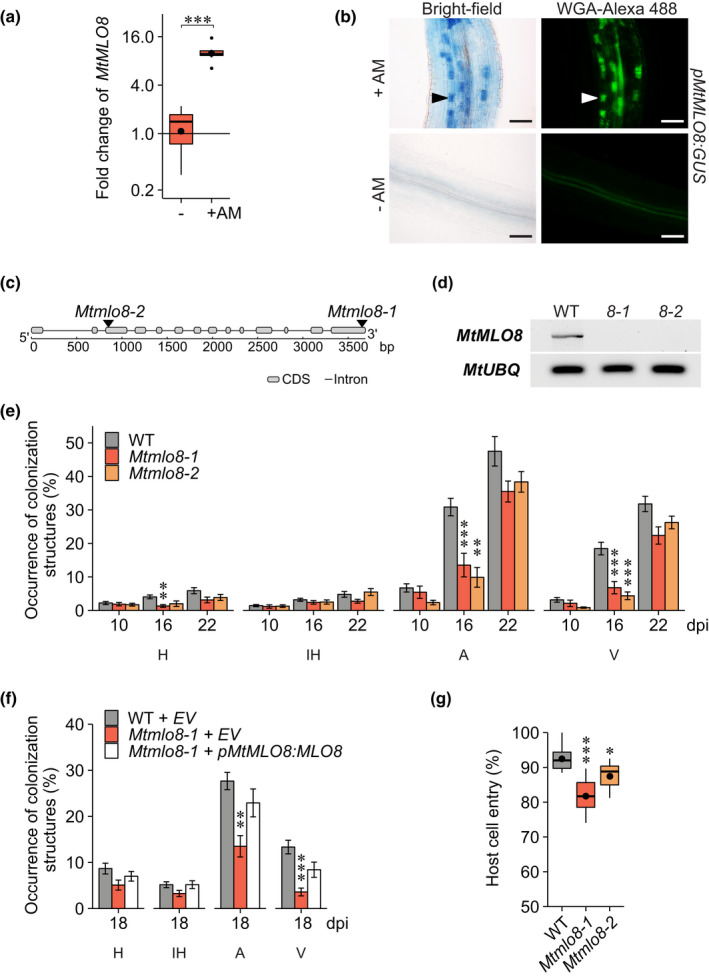
MtMLO8 is involved in mycorrhizal colonization of *Medicago truncatula.* (a) Relative expression of *MtMLO8* in wild‐type (WT) *M. truncatula* cv R108 without (−) and with *Rhizophagus irregularis* (+AM) at 22 d post inoculation (dpi). Relative expression levels were measured by RT‐qPCR and normalized to the geometric mean of *MtUBIQUITIN* and *MtPTB*. Statistical comparisons were made relative to nonmycorrhizal root samples. Boxplots represent means (large black dots), medians (black lines), 25–75% quartile (box), and upper/lower quartile ±1.5 × interquartile range (whiskers) of eight biological replicates (Student's *t*‐test: ***, *P* < 0.001). (b) Activity of the *MtMLO8* promoter in mycorrhizal (+AM) and nonmycorrhizal (−AM) WT roots at 21 dpi with *R. irregularis*, assessed using a promoter‐GUS fusion. Bright‐field and corresponding green fluorescence images of *M. truncatula* hairy roots expressing the β*‐glucuronidase* (*GUS*) gene under the control of the *MtMLO8* promoter. Mycorrhizal fungal structures were visualized using Alexa Fluor 488 wheat germ agglutinin. Arrowheads indicate examples of cells containing arbuscules. Bars, 100 μm. (c) Gene structure of *M. truncatula MtMLO8*. Arrows indicate the *Tobacco retrotransposon 1* (*Tnt1*) insertion sites in the *Mtmlo8* mutants. (d) RT‐PCR was used to detect the accumulation of the *MtMLO8* transcript in WT, *Mtmlo8‐1*, and *Mtmlo8‐2* mutant roots. *MtUBIQUITIN* was used as a constitutive control. (e) Quantification of mycorrhizal structures in *M. truncatula* cv R108 WT, *Mtmlo8‐1* and *Mtmlo8‐2* roots. (f) Complementation of the *Mtmlo8‐1* mutants and quantification of mycorrhizal structures in hairy roots. *Mtmlo8‐1* was transformed with *pMtMLO8:MtMLO8* or empty vector (EV) control, and WT were transformed with EV control. The binomial occurrences of mycorrhizal structures, hyphopodia (H), intraradical hyphae (IH), arbuscules (A), and vesicles (V), are shown as a percentage of the total number of root systems assessed. (g) Quantification of powdery mildew infection on WT, *Mtmlo8‐1* and *Mtmlo8‐2* leaves at 72 h post inoculation with *Erysiphe pisi*. The binomial occurrences of successful host cell entry (ratio of germinated spores: colony formation) are shown as a percentage of the total number of spores observed. For (e–g) statistical comparisons have been made to the WT. Bars represent the mean of 15 (e) and 10 (f) biological replicates ± 1 SEM (error bars) and boxplots (g) represent means (black dots), medians (black lines), 25–75% quartile (box), and upper/lower quartile ±1.5 × interquartile range (whiskers) of eight biological replicates (General Linear Model with a logit link function; ANOVA, *post hoc* pairwise; *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001).

To investigate whether MtMLO8 functions during mycorrhization, seeds from two independent *M. truncatula* cv R108 lines carrying *Tnt1* insertions in the coding sequence of these genes were obtained, and homozygous mutants were identified (Fig. 3c,d) (Tadege *et al.*, 2008). We performed a detailed analysis of mycorrhizal structures (hyphopodia, intraradical hyphae, arbuscules, and vesicles) at multiple time points in WT, *Mtmlo8‐1,* and *Mtmlo8‐2*. Compared to WT, there was a significant reduction in arbuscules and vesicles at 16 dpi in both mutant alleles of *Mtmlo8* (Fig. 3e), consistent with our results using the orthologous mutants in barley and wheat. By 22 dpi – and at later time points (Fig. S5a) – there was no difference between the lines. We observed no impairment in the morphology of mycorrhizal structures – hyphopodia and arbuscules – in *Mtmlo8* mutants (Fig. S5b). To validate that mycorrhizal phenotype observed was due to mutations in *MtMLO8,* and not a consequence of additional *Tnt1* insertions or other mutations in the mutant backgrounds, we expressed *MtMLO8* from its native promoter in *Mtmlo8‐1* mutant roots by transformation with *Agrobacterium rhizogenes.* When arbuscule occurrence in roots of WT plants transformed with the empty vector reached *c.* 30% – corresponding to when the *Mtmlo8* phenotype could be observed – mycorrhizal structures (hyphopodia, intraradical hyphae, arbuscules, and vesicles) were quantified in the transgenic roots. The expression of *MtMLO8* under the control of its native promoter successfully complemented the *Mtmlo8‐1* mutant phenotype (Fig. 3f). In summary, these results suggest that mutations in *MtMLO8* affect the early stages of mycorrhization and delay arbuscule development.

To assess whether, like HvMLO1 and TaMLO1, MtMLO8 might also have a role in powdery mildew susceptibility, we inoculated WT and *Mtmlo8* mutant leaves with an isolate of powdery mildew that can infect *M. truncatula*, *Erysiphe pisi.* We observed a small but statistically significant reduction in the percentage of successful host cell entry in *Mtmlo8* compared to WT (Fig. 3g). This result indicates that *MtMLO8* is required not only for early mycorrhizal colonization but also for powdery mildew colonization.

## Discussion

Since MLO's function in facilitating powdery mildew infection is disadvantageous to the host, it follows that it must also fulfil some other beneficial role that explains its conservation throughout evolutionary history. The phylogenetic analysis, mutant phenotypes, and gene expression studies presented here point to a symbiotic role for members of the MLO clade IV and suggest that – at least in part – selection to maintain this gene is related to its function in mycorrhizal interactions. Recent evidence also suggests a positive role for MLO1 in supporting endophytic interactions with *Serendipita indica* in barley (Hilbert *et al.*, 2019). A common thread between the established roles of MLO in fungal interactions, pollen‐tube reception, and thigmotropism is touch‐sensing. Indeed, MLO proteins have been reported to accumulate at the site of powdery mildew penetration (Bhat *et al.*, 2005), as well as at the contact point between the pollen tube and synergid cell (Kessler *et al.*, 2010). These responses could result from a generic response to mechanical stimuli. Notably, a role for mechanosensing has been proposed for the receptor kinase Feronia (Hamant & Haswell, 2017), which was shown to be required for proper re‐localization of MLO7/NORTIA to the site of pollen tube contact in the synergid cell (Kessler *et al.*, 2010; Jones *et al.*, 2017). However, other cues may activate MLO, for example, the biotrophic fungi *Blumeria graminis*, *R. irregularis*, and *Serendipita indica* produce effectors that could target MLO (Kloppholz *et al.*, 2011; Akum *et al.*, 2015; Requena *et al.*, 2018; Pennington *et al.*, 2019; Saur *et al.*, 2019). Regardless of how it is activated, it will be of interest to study the localization of MLO1 or its orthologues during hyphopodium formation.

The mycorrhizal phenotype of the *mlo* mutants examined was not severe, but may be expected to have measurable consequences on fitness in a natural setting with competition for limited resources. Furthermore, global gene expression was still affected at the later time point, so a detailed study of growth and nutrient uptake characteristics of the mutant may show differences. Also, the increased expression of other MLOs during mycorrhization in *M. truncatula* (Fig. S3a) suggests that – as for other *mlo* phenotypes such as powdery mildew resistance (Kuhn *et al.*, 2017) and synergid cell reception (Jones & Kessler, 2017) – MLOs act redundantly, with different MLOs potentially contributing unequally across different cell types and developmental stages. It would be interesting to test whether *MtMLO3* – which was highly induced during mycorrhization – and *MLO* genes with high epidermal expression (Breakspear *et al.*, 2014), function together with *MtMLO8* during arbuscular mycorrhizal colonization. 

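At 26 dpi, 100 of the genes tested differed between mycorrhizal Hvmlo1-5 and WT roots (60 lower and 40 higher in Hvmlo1-5) by edgeR's quasi-likelihood test. Of these, 83 differed in the same direction between nonmycorrhizal roots of the genotypes at that time, and 17 were called in mycorrhizal roots alone. At 17 dpi, 630 genes differed between mycorrhizal roots, 542 of them lower in Hvmlo1-5, and 67 of the 630 also differed in the same direction between nonmycorrhizal roots. The count at 17 dpi was 173 without WT mycorrhizal replicate 2, 243 without WT mycorrhizal replicate 3, and 200 and 162 without Hvmlo1-5 mycorrhizal replicates 1 and 2. At 26 dpi it lay between 73 and 96 with each library left out in turn. The likelihood ratio test called 196 genes at 26 dpi and DESeq2 152.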

The powdery mildew phenotype of *Mtmlo8* was relatively minor. Additional MLO genes may contribute to powdery mildew susceptibility – as is the case in *Arabidopsis thaliana* – for example, *MtMLO1*, the apparent orthologue of *PsMLO1,* which is involved in powdery mildew susceptibility in pea (Humphry *et al.*, 2011; Pavan *et al.*, 2011). Notably, the narrow time window for mycorrhizal phenotype definition and potential functional redundancy with gene family members could explain why MLO has not so far been identified in mutagenesis screens.

Despite having yield penalties and potentially enhancing susceptibility to necrotrophic pathogens, mutants for MLO have been deployed in agriculture for decades (Brown, 2002; McGrann *et al.*, 2014). Understanding the role of MLO in symbiotic interactions with mycorrhizal fungi is therefore vital information for sustainable agriculture (Martin *et al.*, 2018). Our detailed phenotypic and transcriptomic analyses in both cereals and *M. truncatula* provide the basis for further elucidation of MLO function in mycorrhization and how plants balance this beneficial association with susceptibility to parasitic powdery mildews. Since mycorrhizal fungi and powdery mildew respectively infect root and shoot, it may be possible to generate genotypes that could fully support mycorrhiza while remaining nonhosts for powdery mildew.

## Author contributions

CNJ performed experimental work and data analyses. MC, JDM and CJR supervised and co‐directed the research. CNJ, JDM, CJR and MC wrote the manuscript.

## Supporting information

Please note: Wiley Blackwell are not responsible for the content or functionality of any Supporting Information supplied by the authors. Any queries (other than missing material) should be directed to the *New Phytologist* Central Office.

**Fig. S1** Mycorrhization in barley (*Hordeum vulgare*) cv Pallas and wheat (*Triticum aestivum*) cv KN199 wild‐type (WT) and *mlo *mutants.
**Fig. S2** Proportion of differentially expressed genes (DEGs) in barley (*Hordeum vulgare*) cv Ingrid wild‐type (WT) and *Hvmlo1‐5 *mutants in mycorrhizal roots relative to uninoculated roots.
**Fig. S3** Relative expression of potential barley (*Hordeum vulgare*) orthologues of genes known to be involved in mycorrhizal symbiosis.
**Fig. S4** *Medicago truncatula* MLO gene expression.
**Fig. S5** Mycorrhization in *Medicago truncatula* wild‐type (WT) and *Mtmlo8* mutants. Click here for additional data file.

**Methods S1** MLO protein sequences.
**Methods S2** Gene structure of barley (*Hordeum vulgare*) and wheat (*Triticum aestivum*) *MLO1.*
**Methods S3** Primer sequences.
**Methods S4** Sterilization methods and growth conditions.
**Methods S5** Staining and visualization methods.
**Methods S6** Gene expression analyses. Click here for additional data file.

**Table S1** Normalized read counts for RNA‐seq samples obtained from barley (*Hordeum vulgare*) cv Ingrid wild‐type and *Hvmlo1‐5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis*. Click here for additional data file.

**Table S2** RNA‐seq analysis – Fold changes (log_2_) of RNA‐seq samples obtained from barley (*Hordeum vulgare*) cv Ingrid wild‐type and *Hvmlo1‐5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis.*
Click here for additional data file.

# Supplementary material for: Mildew Locus O facilitates colonization by arbuscular mycorrhizal fungi in angiosperms
**Source:** New Phytol. 2020 Feb 28;227(2):343–51. doi: 10.1111/nph.16465
**Supplement:** Supplementary file 1 — Fig. S1 Mycorrhization in barley (Hordeum vulgare) cv Pallas and wheat (Triticum aestivum) cv KN199 wild‐type (WT) and mlo mutants. Fig. S2 Proportion of differentially expressed genes (DEGs) in barley (Hordeum vulgare) cv Ingrid wild‐type (WT) and Hvmlo1‐5 mutants in mycorrhizal roots relative to uninoculated roots. Fig. S3 Relative expression of potential barley (Hordeum vulgare) orthologues of genes known to be involved in mycorrhizal symbiosis. Fig. S4 Medicago truncatula MLO gene expression. Fig. S5 Mycorrhization in Medicago truncatula wild‐type (WT) and Mtmlo8 mutants.

## New Phytologist Supporting Information

Article title: Mildew Locus O facilitates colonization by arbuscular mycorrhizal fungi in angiosperms

Authors: Catherine N. Jacott, Myriam Charpentier, Jeremy D. Murray, Christopher J. Ridout

Article acceptance date: 27 January 2020

The following Supporting Information is available for this article:

**Fig. S1** Mycorrhization in barley (*Hordeum vulgare*) cv. Pallas and wheat (*Triticum aestivum*) cv.

KN199 wild type (WT) and *mlo* mutants

**Fig. S2** Proportion of differentially expressed genes (DEGs) in barley (*Hordeum vulgare*) cv.

Ingrid wild type (WT) and *Hvmlo1-5* mutants in mycorrhizal roots relative to uninoculated roots

**Fig. S3** Relative expression of potential barley (*Hordeum vulgare*) orthologs of genes known to be involved in mycorrhizal symbiosis

**Fig. S4** *Medicago truncatula* MLO gene expression

**Fig. S5** Mycorrhization in *Medicago truncatula* wild type (WT) and *Mtmlo8* mutants

**Table S1** Normalized read counts for RNA-seq samples obtained from barley (*Hordeum vulgare*) cv. Ingrid wild type and *Hvmlo1-5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis*.

**Table S2** RNA-seq analysis - Fold changes ( $\log_2$ ) of RNA-seq samples obtained from barley (*Hordeum vulgare*) cv. Ingrid wild type and *Hvmlo1-5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis*.

**Methods S1** MLO protein sequences

**Methods S2** Gene structure of barley (*Hordeum vulgare*) and wheat (*Triticum aestivum*) *MLO1*

**Methods S3** Primer sequences

**Methods S4** Sterilization methods and growth conditions

**Methods S5** Staining and visualization methods

**Methods S6** Gene expression analyses

**Fig. S1 Mycorrhization in barley (*Hordeum vulgare*) cv. Pallas and wheat (*Triticum aestivum*)**

**cv. KN199 wild type (WT) and *mlo* mutants. (a)** Quantification of arbuscular mycorrhizal structures, hyphopodia (H), intraradical hyphae (IH), arbuscules (A), and vesicles (V) in barley cv. Pallas WT and *Hvmlol1-5* roots at 16 and 23 days post-inoculation (dpi) with *Rhizophagus irregularis*. **(b)** Quantification of arbuscules (A), and vesicles (V) in wheat cv. KN199 WT and *Tamlo1-abd* at 18 dpi with *R. irregularis*. The binomial occurrences of mycorrhizal structures are shown as the percentage of the total number of root sections assessed. Statistical comparisons have been made to the WT. Values are the mean of >10 biological replicates  $\pm 1$ SEM (error bars) (General Linear Model with a logit link function; ANOVA; \*,  $P < 0.05$ ).

**(a)**

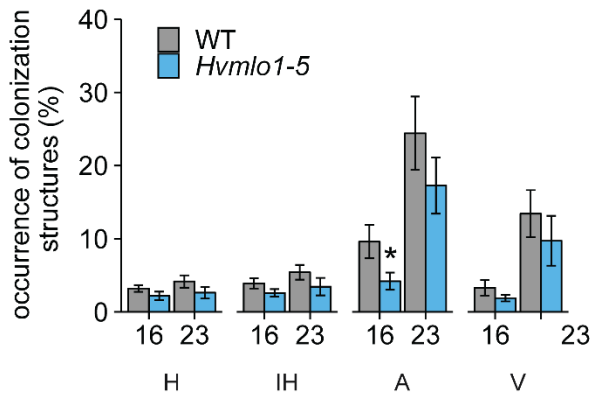

**(b)**

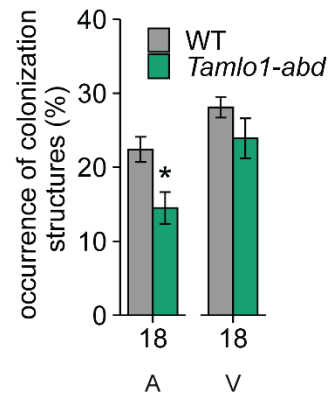

**Fig. S2 Proportion of differentially expressed genes (DEGs) in barley (*Hordeum vulgare*) cv. Ingrid wild type (WT) and *Hvmlo1-5* mutants in mycorrhizal roots relative to uninoculated roots. (a) Venn diagrams and tables showing the extent of overlap of similarly responding (up- or down-regulated) DEGs between WT and *Hvmlo1-5* root at 17 and 26 dpi. (b) Number of up- and down-regulated genes during mycorrhization in WT and *Hvmlo1-5* roots at 17 and 26 dpi. DEGs with a fold change > 2 and FDR-corrected *P*-value < 0.05 are shown.**

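At 17 dpi, 2043 genes were called up-regulated and 731 down-regulated in WT, and 398 and 100 in Hvmlo1-5. Of these, 316 up-regulated and 15 down-regulated genes were called in both genotypes. Without WT nonmycorrhizal replicate 2 there were 1342 up-regulated and 286 down-regulated genes in WT. The down-regulated genes in WT were 471 and 262 without WT mycorrhizal replicates 1 and 2. In Hvmlo1-5 the up-regulated and down-regulated genes were 176 and 60 without its nonmycorrhizal replicate 1, 233 and 24 without replicate 2, and 180 and 20 without its mycorrhizal replicate 3. Down-regulated genes there were 32 without its mycorrhizal replicate 1 and 59 without WT mycorrhizal replicate 3. Up-regulated genes called in both were 157 and 204 without Hvmlo1-5 nonmycorrhizal replicates 1 and 3 and 158 without its mycorrhizal replicate 3. Down-regulated genes called in both were 9 without replicate 3 of the nonmycorrhizal roots of either genotype, 7 without Hvmlo1-5 nonmycorrhizal replicate 1, and 6 and 3 without Hvmlo1-5 mycorrhizal replicates 1 and 3. At 26 dpi, 1803 genes were up-regulated and 403 down-regulated in WT, and 1592 and 441 in Hvmlo1-5, with 1376 up-regulated and 212 down-regulated genes called in both.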

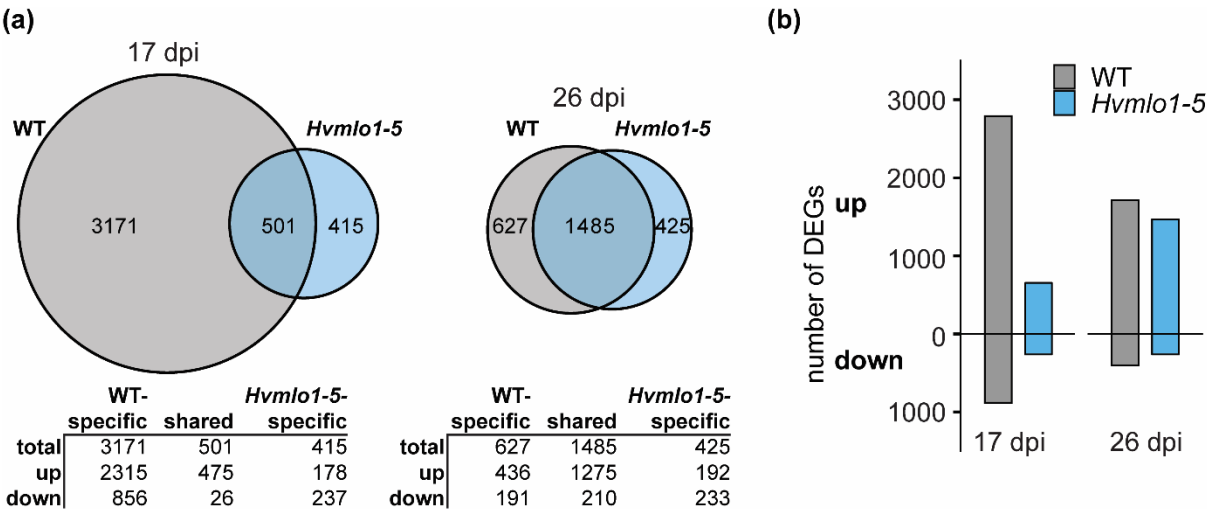

**Fig. S3 Relative expression of potential barley (*Hordeum vulgare*) orthologs of genes known to be involved in mycorrhizal symbiosis.** Relative expression of *HvVAPYRIN* (a), *HvIPD3* (b), *HvDMI3* (c), *HvRAM1* (d), *HvRAM2* (e) and *HvPT4* (f) in barley cv. Ingrid wild type (WT) and *Hvmlol1-5* roots at 17 and 26 dpi with *Rhizophagus irregularis*. Expression levels were measured by RT-qPCR and normalized to *HvEF1alpha*. Statistical comparisons were made relative to uninoculated root samples. Boxplots represent medians (black lines), 25 – 75% quartile (box), and upper/lower quartile +/- 1.5 x interquartile range (whiskers) of 4 biological replicates (Student's t-test: \*\*\*, P < 0.001).

□ non-mycorrhizal    ■ mycorrhizal

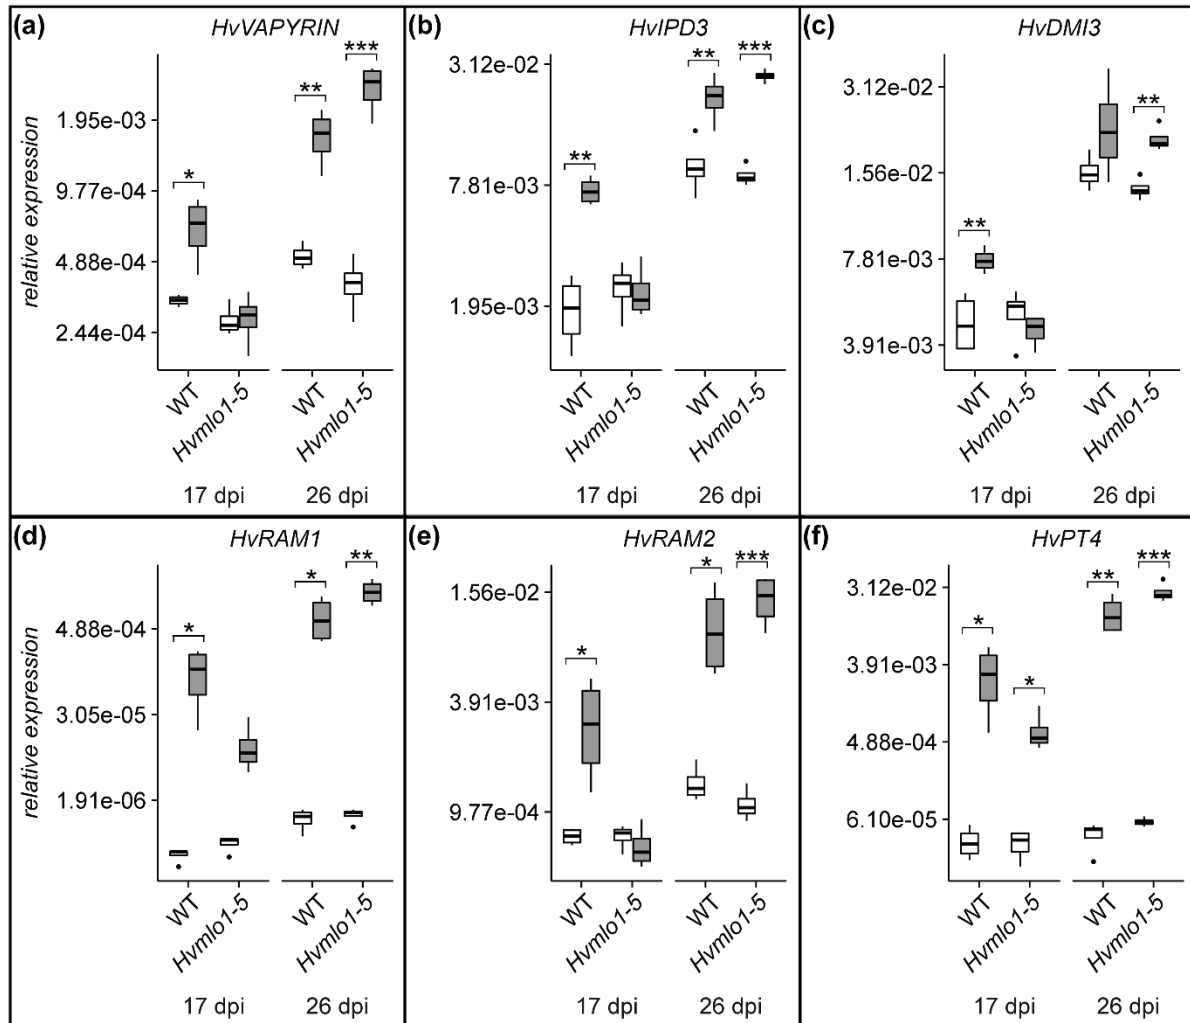

**Fig. S4 *Medicago truncatula* MLO gene expression.** **(a)** Fold change of *MtMLO* genes during mycorrhization. Gene expression was measured by RT-qPCR in *Medicago truncatula* cv. R108 wild type (WT) mycorrhizal roots relative to uninoculated roots at 22 dpi. Expression levels were measured by RT-qPCR and normalized to the geometric mean of *MtUBIQUITIN* and *MtPTB*. Statistical comparisons were made relative to uninoculated root samples. Bars represent the means of 8 biological replicates  $\pm 1$ SEM (error bars) (Student's *t*-test: \*,  $P < 0.05$ ; \*\*,  $P < 0.01$ ; \*\*\*,  $P < 0.001$ ). **(b)** Activity of the empty vector control in mycorrhizal (+AM) and uninoculated (-AM) WT roots at 21 dpi. Bright-field and corresponding gene fluorescence images of *M. truncatula* hairy roots transformed with an empty vector construct (no promoter driving the  $\beta$ -glucuronidase (*GUS*) gene). Mycorrhizal fungal structures were visualized using Alexa Fluor 488 wheat germ agglutinin. Solid arrowheads indicate cells containing arbuscules. Scale bars = 100  $\mu$ m.

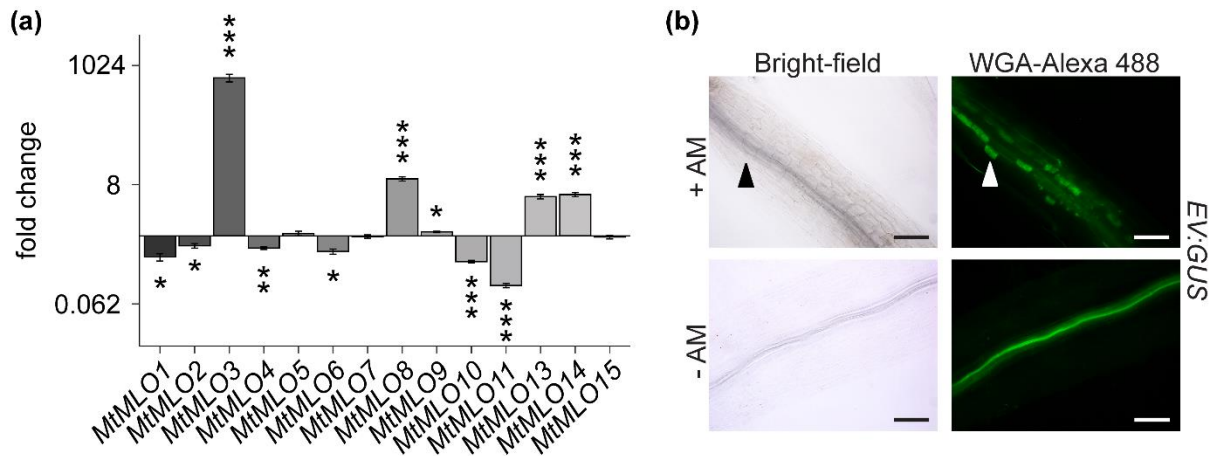

**Fig. S5 Mycorrhization in *Medicago truncatula* wild type (WT) and *Mtmlo8* mutants. (a)**

Quantification of arbuscular mycorrhizal structures, arbuscules (A), and vesicles (V) in wild type and *Mtmlo8* roots at 28 and 38 dpi with *Rhizophagus irregularis*. The binomial occurrences of mycorrhizal structures are shown as a percentage of the total number of root sections assessed. Statistical comparisons have been made to the WT. Values are the mean of 12 biological replicates  $\pm 1$ SEM (error bars) (General Linear Model with a logit link function; ANOVA. **b)** Appearance of hyphopodia (H) and arbuscules (A) in WT and *Mtmlo8* mutant roots at 16 dpi with *R. irregularis*. Mycorrhizal fungal structures were visualized with ink-staining. Scale bars = 50  $\mu$ m.

**(a)**

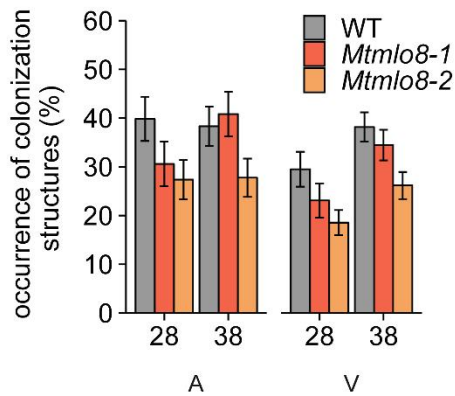

**(b)**

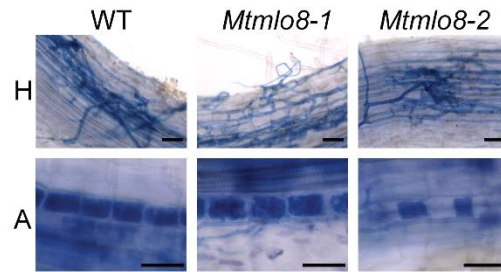

**Table S1 Normalized read counts for RNA-seq samples obtained from barley (*Hordeum vulgare*) cv. Ingrid wild type and *Hvmlo1-5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis*.** Predicted *Arabidopsis thaliana* orthologs and corresponding descriptions and primary gene symbols are shown where possible. NA indicates no predicted *A. thaliana* ortholog.

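The table is held only in part here. For 1999 of its genes, all 47976 values equal the sum of the kallisto estimated counts over the transcripts of the gene, within 0.1% (or 0.001 counts for values under 1). The values of these genes are therefore not divided by the total of their library, and a comparison between columns needs the totals, which differ between libraries.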

[Excel file separate](#)

**Table S2 RNA-seq analysis - Fold changes (log2) of RNA-seq samples obtained from barley (*Hordeum vulgare*) cv. Ingrid wild type and *Hvmlo1-5* roots at 17 dpi and 26 dpi with and without *Rhizophagus irregularis*.** At each time point (17 dpi and 26 dpi) fold changes for all genes are shown in 1. Wild type roots: nonmycorrhizal (uninoculated) versus mycorrhizal, 2. *Hvmlo1-5* roots: nonmycorrhizal (uninoculated) versus mycorrhizal, and 3. Mycorrhizal roots: wild type versus *Hvmlo1-5*. Predicted *Arabidopsis thaliana* orthologs and corresponding descriptions and primary gene symbols are shown where possible. NA indicates no predicted *A. thaliana* ortholog.

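The log2 fold changes in the table are positive where expression is higher in mycorrhizal than in nonmycorrhizal roots, or in Hvmlo1-5 than in WT. It is held only in part here. Of the genes read, 1537 with a count at 17 dpi and 396 with a count at 26 dpi were compared. The fold changes of WT at 17 dpi equal those of limma-voom on all 24 libraries within 0.01 on the log2 scale for 100% of these genes, and those of the likelihood ratio test of edgeR on the same libraries for 25.8%. Those of Hvmlo1-5 at 17 dpi equal the likelihood ratio test for 86.5% of genes and limma-voom for 25.2%. For WT and Hvmlo1-5 at 26 dpi the likelihood ratio test gives equal values for 92.4% and 92.7% of genes. A further 375 genes without a count in any library have a median log2 fold change of 0.33 in the WT column at 17 dpi. This equals the median that limma-voom gives to these genes, while their median is 0 in the column of Hvmlo1-5.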

[Excel file separate](#)

**Methods S1 MLO protein sequences.** MLO protein sequences from *Amborella trichopoda*, *Arabidopsis thaliana*, *Beta vulgaris*, *Dianthus caryophyllus*, *Glycine max*, *Hordeum vulgare*, *Lupinus angustifolius*, *Medicago truncatula*, *Oryza sativa*, *Pisum sativum*, *Physcomitrella patens*, *Solanum lycopersicum*, and *Triticum aestivum*.

[Excel file separate](#)

## Methods S2 Gene structure of barley (*Hordeum vulgare*) and wheat (*Triticum aestivum*)

**MLO1.** Arrows indicate the (a) X-ray-induced (*Hvmlo1-1*) and Ethylmethanesulfonate-induced (*Hvmlo1-5*) mutation sites in barley cv. Ingrid and Pallas *Hvmlo1* mutants (Jørgensen, 1992) and (b) TALEN-induced mutation sites in the wheat cv. KN199 *Tamlo1* mutant (Wang et al., 2014).

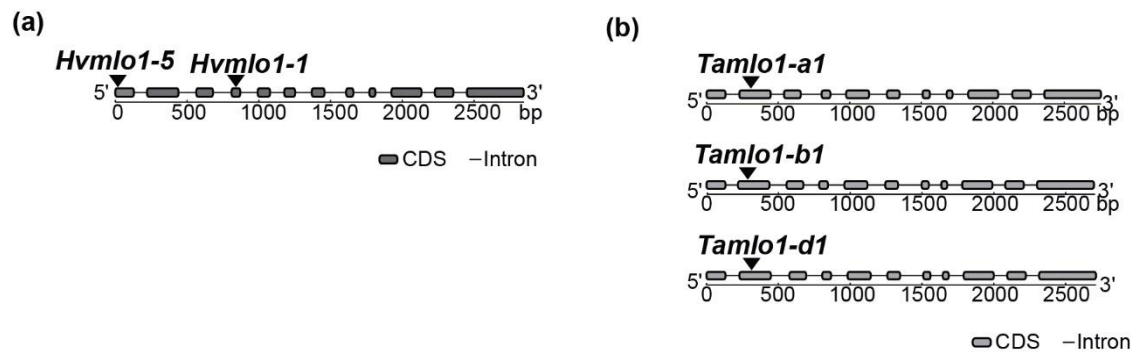

## Methods S3 Primer sequences

## Methods S4 Sterilization methods and growth conditions

## Methods S5 Staining and visualization methods

**Methods S6 Gene expression analyses.** Methods for RT-qPCR and transcriptome analyses.

For RT-qPCR, 150 ng of RNA was retrotranscribed (SuperScript IV reverse transcriptase, Invitrogen). For RT-qPCR analysis, gene expression was monitored by SYBR Green-based quantitative PCR using a LightCycler LC480 system using gene-specific primers (**Methods S3**). Data were analyzed according to the  $2^{-\Delta\Delta CT}$  method (Livak & Schmittgen, 2001) using amplification efficiency corrections.

For transcriptome analysis, RNA sequencing was performed by Novogene (Cambridge, UK). mRNA libraries were prepared with the Illumina TruSeq® Stranded mRNA HT technology with a paired-end 150 bp (PE 150) strategy. To obtain pseudo-counts, Kallisto (Bray *et al.*, 2016) version 0.44 was used. 

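A pseudo-count is the number of read pairs that kallisto expects to come from a transcript. A read pair that fits several transcripts is shared between them in proportion to their estimated abundance, so the counts are not whole numbers. Reads that fit genes of similar sequence are shared in the same way. Of the genes in the files, 39734 carry HORVU identifiers and 121 carry other names. Genes with other names took at most 0.003% of the counts of a library.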

Coding sequences (CDS) from the genome of barley cv. Morex (Beier *et al.*, 2017) were used as reference. For subsequent analysis, expression values from all splice forms were combined to one expression value per gene. 

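Adding up the transcripts gives the total of a gene over its splice forms. This total is not corrected for transcript length, so a change between splice forms of different length could still change it. The length of a transcript is divisible by 3, as for a complete coding sequence, for 36.7% of the transcripts in the files. The genes without a count in any library numbered 6211.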

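The tests that edgeR and other tools offer were compared on simulated counts of 32482 genes with the spread of the 17 dpi libraries, in which 200 genes of at least 1 CPM changed in mycorrhizal WT roots. For mycorrhizal against nonmycorrhizal WT roots, the quasi-likelihood test recovered 94.5% of these changes of 2 on the log2 scale and called 5 unchanged genes. The likelihood ratio test recovered 96% with 37 unchanged genes called, DESeq2 96% with 25, and limma-voom 94% with 8. For the difference between the responses of the genotypes, they recovered 84% with 9 unchanged genes called, 91% with 58, 90.5% with 51 and 80.5% with 12, in the same order.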

Differential gene expression analysis was performed using DEGUST v.3.2.0 (Powell *et al.*, 2019) and edgeR was used as the normalization method. Genes with an assigned false discovery rate (FDR)-corrected P-value >0.05 were discarded from further analysis. Normalized read counts for all treatments can be found in **Table S1** and are deposited on the Gene Expression Omnibus (**GEO**) database: accession number GSE144199.

## References

- Beier S, Himmelbach A, Colmsee C, Zhang X-Q, Barrero RA, Zhang Q, Li L, Bayer M, et al. 2017.** Construction of a map-based reference genome sequence for barley, *Hordeum vulgare* L. *Scientific data* **4**: 1-24
- Bray N, Pimentel H, Melsted P and Pachter L. 2016.** Near-optimal RNA-Seq quantification with kallisto. *Nat. Biotechnol* **34**: 525-527
- Boisson-Dernier A, Chabaud M, Garcia F, Bécard G, Rosenberg C and Barker DG. 2001.** *Agrobacterium rhizogenes*-Transformed Roots of *Medicago truncatula* for the Study of Nitrogen-Fixing and Endomycorrhizal Symbiotic Associations. *Molecular Plant-Microbe Interactions* **14**: 695-700
- Jørgensen IH. 1992.** Discovery, characterization and exploitation of Mlo powdery mildew resistance in barley. *Euphytica* **63**(1-2): 141-152.
- Kakar K, Wandrey M, Czechowski T, Gaertner T, Scheible W-R, Stitt M, Torres-Jerez I, Xiao Y, et al. 2008.** A community resource for high-throughput quantitative RT-PCR analysis of transcription factor gene expression in *Medicago truncatula*. *Plant Methods* **4**: 18-18
- Livak KJ and Schmittgen TD. 2001.** Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2- $\Delta\Delta$ CT Method. *Methods* **25**: 402-408
- Powell D, Milton M, Perry A and Kim S. 2019.** Degust 3.2.0 (Version 3.2.0). In, edited by.: Zenodol
- Wang Y, Cheng X, Shan Q, Zhang Y, Liu J, Gao C, Qiu J-L. 2014.** Simultaneous editing of three homoeoalleles in hexaploid bread wheat confers heritable resistance to powdery mildew. *Nature Biotechnology* **32**(9): 947.

How the deposited data were processed for this re-analysis (not part of the article)

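Gene expression was measured by RNA sequencing in roots of barley WT and Hvmlo1-5 with and without R. irregularis at 17 and 26 dpi, with 3 libraries in each of 8 groups. The authors made the estimated counts per transcript from the reads of each library with kallisto, before any normalization between libraries. The TPM values (transcripts scaled to a fixed total, corrected for effective length) were also made by kallisto, by the authors. Trimming and bootstrap settings are not stated. Lengths of 36.7% of the transcripts are divisible by 3. The counts analysed are the estimated counts, summed per gene and rounded.

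Counts were normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, in 1 fit per time point with 12 libraries, and in 1 fit of 24 libraries for the comparisons between time points. Genes at 0 in every library of a fit were left out, and no count minimum was set. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2. Adjusted p-values for single genes come from edgeR. Mean log2 CPM per library used a prior count of 2, and 3 against 3 libraries were compared with the exact permutation test, whose smallest p is 0.1. Counts were summed per gene with Python 3.11.15 and numpy 2.4.6, and the figure was drawn with matplotlib 3.10.9. The depth was between 30639162 and 54557511 counts per library, with a median of 45045117.

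The named genes are the 16 of Table 1, the HvMLO genes that the study lists, and in each comparison the 2 genes with the largest increase and the 2 with the largest decrease among DEGs with at least 1 CPM in a group and no overlap between libraries. Values of Table 1 were seen before the rule was set. For the difference between responses, no rule on overlap was set. For genes without a count in a group, fold changes are given against a floor of 3 counts over the group.

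The alternatives were the likelihood ratio test of edgeR, DESeq2 1.42.0, limma-voom (limma 3.58.1), robust estimation, RLE or library size scaling, filterByExpr, a block by replicate number or letter, all 24 libraries or only 6 libraries in the fit, thinning, length-scaled TPM, an adjusted p of 0.01, no fold change minimum, a prior count of 0.5 or 5, and leaving out each library. Fits of all 24 libraries with limma-voom or the likelihood ratio test were added later. The replicate numbers were not used to pair libraries: in libraries of 17 dpi with the same number, the correlation of what remains after the group means are removed ranged from -0.630 to 0.425 and was over 0.1 in 4 of 18 pairs, and at 26 dpi in 0 of 18. The tests were also run on simulated data. RAM1 was left out: its RT-qPCR primers are listed, but no transcript sequences were read here to match them to a gene identifier.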

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

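The tests of explanations in this part were chosen after the results were seen; the comparisons themselves were not. At 17 dpi the inoculation response differed between the genotypes for 178 genes by the interaction test. Of 100 splits of the 17 dpi libraries, 2 gave as many genes, the real one included. The other gave 180, more than the real one, and the median of the others was 0, so chance is excluded only at a share of 2 in 100. The count itself was 0 in 8 of 12 fits with a library left out and is not stable. Those were the fits without WT nonmycorrhizal replicate 2 or 3, WT mycorrhizal replicate 2 or 3, Hvmlo1-5 nonmycorrhizal replicate 1 or 2, or Hvmlo1-5 mycorrhizal replicate 1 or 2. It was 4 without Hvmlo1-5 mycorrhizal replicate 3, 1362 without WT nonmycorrhizal replicate 1 and 2835 without Hvmlo1-5 nonmycorrhizal replicate 3. HORVU2Hr1G090510 (3.19, adjusted p = 0.0435 from edgeR) and HORVU0Hr1G039840 (2.69, adjusted p = 0.0445) had the largest increases of the response, and HORVU3Hr1G080550 (-4.94, adjusted p = 0.0414) and HORVU6Hr1G001640 (-4.76, adjusted p = 0.0435) the largest decreases. Their calls were lost in 9 or 10 of 12 such fits. At 26 dpi all 100 of 100 splits gave at least the 0 genes observed, which excludes nothing.

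The smaller response of mycorrhizal Hvmlo1-5 roots at 17 dpi was weighed against technical explanations on the mean of genes induced at 26 dpi. With all libraries thinned to equal totals the difference was -1.245, which argues against library depth. With scaling to library size alone it was -1.342, so the normalization is not the whole cause. With 1 library left out it was at least as far from 0 as -1.13, which argues against a single mislabelled library. If genes varied independently, equal responses that fall on either side of the threshold would leave few of these genes called between mycorrhizal roots. About as many would be higher as lower in Hvmlo1-5. Against this stand 345 called lower and 0 higher by edgeR, although the 345 became 81 and 131 without WT mycorrhizal replicates 2 and 3, and 96 and 54 without Hvmlo1-5 mycorrhizal replicates 1 and 2. At most 1 was higher with any 17 dpi library left out. These genes were chosen for a shared response, so they can move together. The 345 calls are then not separate results, and their one-sidedness alone cannot decide this. For the mean of these genes the exact permutation test gave p = 0.1, the smallest that 3 against 3 libraries allow. Simulated equal responses left 40.8% to 44.9% of WT DEGs uncalled in Hvmlo1-5 at 17 dpi in 20 draws, against 88.1% observed. These draws had 1402 to 1539 DEGs in WT and 1242 to 1343 in Hvmlo1-5, against 2774 and 498 observed. Each gene was drawn apart from the others, so the simulated range leaves out changes that many genes of a library share. At 26 dpi the simulated equal responses left 23.7% to 26.2% uncalled (median 25.5%), below the 28.0% observed. The observed share was 24.2% without WT nonmycorrhizal replicate 3 and 25.4% without WT mycorrhizal replicate 3. It was 32.9% and 32.0% without Hvmlo1-5 nonmycorrhizal replicates 1 and 2, and 32.2% and 31.6% without Hvmlo1-5 mycorrhizal replicates 1 and 3. The share thus moved both into the simulated range and further above it. Simulated draws also rest on an assumed spread, so a difference in response at 26 dpi stays open. What causes the smaller response stays open: a delay of colonization is a hypothesis that was not tested, since these libraries do not measure colonization.

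The paper compares nonmycorrhizal roots of the genotypes for the genes of Table 1. Over all genes tested, 92 differed between them at 17 dpi and 129 at 26 dpi, 63 of them at both times in the same direction. The number at 17 dpi was 56 without Hvmlo1-5 nonmycorrhizal replicate 1 or 2 and 719 without its replicate 3. In all 4 comparisons of the genotypes 54 genes differed in the same direction, 23 higher and 31 lower in Hvmlo1-5. HORVU1Hr1G082320 had no count in 12 of 12 Hvmlo1-5 libraries, at least 909-fold lower against a floor of 3 counts over the group, which argues against a mislabelled library. HORVU2Hr1G018250 had no count in 12 of 12 WT libraries and was at least 1527-fold higher in Hvmlo1-5. Of 52 such genes, 19 had another within 200 of their identifier number, against a median of 2 and at most 12 in 10000 random sets (permutation p = 1e-04, the smallest they can give). Linked segments that differ between the lines may explain this, but what the identifier numbers stand for is not stated, so linkage stays open. A sequence difference from the reference was not tested.

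The paper does not report the change between the time points in nonmycorrhizal roots, in which 7638 genes differed in WT and 5442 in Hvmlo1-5, 4427 of them in the same direction in both and 5 in opposite directions. With all libraries thinned to equal totals 7431 and 5259 genes were called, which argues against library depth. Age of the plants and day of harvest are the same factor here, so a batch of harvest cannot be told apart from age. For each of these counts, and for those of inoculation and of genotype, 1 of 10 splits of the 6 libraries compared, the real one, gave a count as large, and 10 splits are too few for this test to exclude chance.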

How the results depend on the processing

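The alternatives in this part were set before the data were examined, except the fits of all 24 libraries with limma-voom or the likelihood ratio test, which were chosen after seeing the data. The direction of the called fold changes of named genes was the same under the alternatives that gave a value. Over all values of named genes, called or not, 3249 stayed on their side of the threshold, 145 lost their call and 45 gained one. With a library left out 3176 stayed, 175 lost their call and 9 gained one. Among 3166 values of genes that were not called, 42 changed sign, in 15 pairs of gene and comparison. The results below are those whose values moved by more than 1.5 times for a count, or by more than the spread between replicates otherwise. The cause was not tested, except where fewer libraries or a stricter threshold are the alternative itself.

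The likelihood ratio test of edgeR gave 1018 DEGs in Hvmlo1-5 at 17 dpi, 2086 genes with a different response at 17 dpi, 8 of the Table 1 genes with a different response at 17 dpi and 1220 genes differing between mycorrhizal roots at 17 dpi. It also gave 573 genes differing between nonmycorrhizal roots at 17 dpi, 83.5% of WT DEGs not called in Hvmlo1-5 at 17 dpi, 29 genes with a different response at 26 dpi and 196 genes differing between mycorrhizal roots at 26 dpi. This setting further gave 346 genes differing between nonmycorrhizal roots at 26 dpi and 32.6% of WT DEGs not called in Hvmlo1-5 at 26 dpi. DESeq2 gave 954 DEGs in Hvmlo1-5 at 17 dpi, 2281 genes with a different response at 17 dpi, 9 of the Table 1 genes with a different response at 17 dpi and 1081 genes differing between mycorrhizal roots at 17 dpi. The remaining values were 561 genes differing between nonmycorrhizal roots at 17 dpi, 83.0% of WT DEGs not called in Hvmlo1-5 at 17 dpi, 22 genes with a different response at 26 dpi and 152 genes differing between mycorrhizal roots at 26 dpi. Here there were also 289 genes differing between nonmycorrhizal roots at 26 dpi. With limma-voom there were 311 DEGs in Hvmlo1-5 at 17 dpi, 3 of the Table 1 genes responding in Hvmlo1-5 at 17 dpi, 1 gene with a different response at 17 dpi and 0 of the Table 1 genes with a different response at 17 dpi. Under it there were also 93.4% and 31.5% of WT DEGs not called in Hvmlo1-5 at 17 and 26 dpi. Robust estimation of the spread gave 46 genes with a different response at 17 dpi and 2 of the Table 1 genes with a different response at 17 dpi. With DESeq2, 171 of the genes differing between nonmycorrhizal roots at 26 dpi were higher and 118 lower in Hvmlo1-5, against 54 and 75 with the quasi-likelihood test, and 723 genes had a higher and 1558 a lower response in Hvmlo1-5 at 17 dpi.

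Scaling to library size alone gave 85 genes with a different response at 17 dpi. Removing genes with low counts (filterByExpr) gave 296 genes with a different response at 17 dpi. Fitting all 24 libraries together gave 908 DEGs in Hvmlo1-5 at 17 dpi, 2547 genes with a different response at 17 dpi, 1195 genes differing between mycorrhizal roots at 17 dpi and 637 genes differing between nonmycorrhizal roots at 17 dpi. It also gave 84.5% of WT DEGs not called in Hvmlo1-5 at 17 dpi. With only the 6 libraries compared there were 285 DEGs in Hvmlo1-5 at 17 dpi, 993 genes differing between mycorrhizal roots at 17 dpi, 46 genes differing between nonmycorrhizal roots at 17 dpi and 92.7% of WT DEGs not called in Hvmlo1-5 at 17 dpi. This setting further gave 25.6% of WT DEGs not called in Hvmlo1-5 at 26 dpi.

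The replicate numbers and letters of the libraries do not pair the samples by any stated design. The replicate number as a block gave 0 genes with a different response at 17 dpi and 0 of the Table 1 genes with a different response at 17 dpi. A block by replicate letter gave 65 DEGs in Hvmlo1-5 at 17 dpi, 1 of the Table 1 genes responding in Hvmlo1-5 at 17 dpi, 0 genes with a different response at 17 dpi and 0 of the Table 1 genes with a different response at 17 dpi. It also gave 90 genes differing between mycorrhizal roots at 17 dpi, 1 of the Table 1 genes between mycorrhizal roots at 17 dpi, 52 genes differing between nonmycorrhizal roots at 17 dpi and 97.5% of WT DEGs not called in Hvmlo1-5 at 17 dpi. This setting further gave 48 genes differing between mycorrhizal roots at 26 dpi and 76 genes differing between nonmycorrhizal roots at 26 dpi.

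An adjusted p under 0.01 left 1438 DEGs in WT at 17 dpi, 123 DEGs in Hvmlo1-5 at 17 dpi, 3 of the Table 1 genes responding in Hvmlo1-5 at 17 dpi and 0 genes with a different response at 17 dpi. It also gave 0 of the Table 1 genes with a different response at 17 dpi, 144 genes differing between mycorrhizal roots at 17 dpi, 3 of the Table 1 genes between mycorrhizal roots at 17 dpi and 52 genes differing between nonmycorrhizal roots at 17 dpi. This setting further gave 84 genes differing between nonmycorrhizal roots at 26 dpi, 92.7% and 23.3% of WT DEGs not called in Hvmlo1-5 at 17 and 26 dpi. Without a fold change minimum there were 7227 DEGs in WT at 17 dpi, 922 DEGs in Hvmlo1-5 at 17 dpi, 6169 DEGs in WT at 26 dpi and 5723 DEGs in Hvmlo1-5 at 26 dpi. The remaining values were 982 genes differing between mycorrhizal roots at 17 dpi, 195 genes differing between mycorrhizal roots at 26 dpi, 258 genes differing between nonmycorrhizal roots at 26 dpi and 92.9% of WT DEGs not called in Hvmlo1-5 at 17 dpi. Here there were also 34.5% of WT DEGs not called in Hvmlo1-5 at 26 dpi, a mean response of -0.80 for mycorrhizal Hvmlo1-5 minus WT, a mean response of 1.52 for inoculation in WT and a mean response of 0.73 for inoculation in Hvmlo1-5. A list of genes induced at 26 dpi in WT, whether or not in Hvmlo1-5, gave a mean response of 2.12 for inoculation in WT. A prior count of 0.5 gave a mean response of 2.92 for inoculation in WT and a mean response of 1.61 for inoculation in Hvmlo1-5.

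With each library left out in turn, the DEGs at 17 dpi ranged from 1628 to 2935 in WT and from 200 to 549 in Hvmlo1-5. In WT they were 1628 without WT nonmycorrhizal replicate 2 and 1637 without WT mycorrhizal replicate 2. In Hvmlo1-5 they were 236 and 257 without its nonmycorrhizal replicates 1 and 2, and 310 and 200 without its mycorrhizal replicates 1 and 3. At 26 dpi they ranged from 1989 to 2254 in WT and 1729 to 2101 in Hvmlo1-5. The share of WT DEGs not called in Hvmlo1-5 ranged from 80.0% to 93.9% at 17 dpi and from 24.2% to 32.9% at 26 dpi. The number of genes with a different response at 17 dpi ranged from 0 to 2835. It was 0 without WT nonmycorrhizal replicate 2 or 3, WT mycorrhizal replicate 2 or 3, Hvmlo1-5 nonmycorrhizal replicate 1 or 2, or Hvmlo1-5 mycorrhizal replicate 1 or 2, and 4 without Hvmlo1-5 mycorrhizal replicate 3. The highest number came without Hvmlo1-5 nonmycorrhizal replicate 3, followed by 1362 without WT nonmycorrhizal replicate 1. At 26 dpi it was 0 in every such fit with the quasi-likelihood test of edgeR, against 2175 genes at an unadjusted p under 0.05 with all libraries, 29 by the likelihood ratio test, 22 by DESeq2 and 0 by limma-voom. Between mycorrhizal roots the number ranged from 162 to 754 at 17 dpi and from 73 to 96 at 26 dpi. It was 173 and 243 without WT mycorrhizal replicates 2 and 3 of 17 dpi, and 200 and 162 without Hvmlo1-5 mycorrhizal replicates 1 and 2. Between nonmycorrhizal roots it ranged from 56 to 719 at 17 dpi, with the highest number again without Hvmlo1-5 nonmycorrhizal replicate 3 and the lowest without its replicate 1 or 2, and from 98 to 152 at 26 dpi.

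Of the Table 1 genes, 13 to 15 were called in WT and 4 to 5 in Hvmlo1-5 at 17 dpi in such fits, 0 to 7 for a different response and 3 to 12 between mycorrhizal roots. The last number was 5 and 6 without WT mycorrhizal replicates 2 and 3, and 5 and 3 without Hvmlo1-5 mycorrhizal replicates 1 and 2. The number with a different response was 0 unless the library left out was WT nonmycorrhizal replicate 1, WT mycorrhizal replicate 1 or Hvmlo1-5 nonmycorrhizal replicate 3. At 26 dpi 13 were called in each genotype in each of them. Between the time points 6437 to 8075 genes were called in nonmycorrhizal roots of WT and 4319 to 6274 of Hvmlo1-5. The mean response at 17 dpi of genes induced at 26 dpi ranged from -1.47 to -1.13 for mycorrhizal Hvmlo1-5 minus WT, from 2.36 to 2.70 for inoculation in WT and from 1.16 to 1.44 for inoculation in Hvmlo1-5. The spread was pooled over the groups.

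The fits chosen after seeing the data gave these values. On all 24 libraries, limma-voom gave 814 DEGs in Hvmlo1-5 at 17 dpi, 3 of the Table 1 genes responding in Hvmlo1-5 at 17 dpi, 2599 genes with a different response at 17 dpi and 5 genes with a different response at 26 dpi. It also gave 1057 genes differing between mycorrhizal roots at 17 dpi, 781 genes differing between nonmycorrhizal roots at 17 dpi and 31.4% of WT DEGs not called in Hvmlo1-5 at 26 dpi. On the same 24 libraries the likelihood ratio test gave 1209 DEGs in Hvmlo1-5 at 17 dpi, 3026 genes with a different response at 17 dpi, 8 of the Table 1 genes with a different response at 17 dpi and 19 genes with a different response at 26 dpi. This setting further gave 1463 genes differing between mycorrhizal roots at 17 dpi, 170 genes differing between mycorrhizal roots at 26 dpi, 994 genes differing between nonmycorrhizal roots at 17 dpi and 259 genes differing between nonmycorrhizal roots at 26 dpi. The remaining values were 82.3% and 31.3% of WT DEGs not called in Hvmlo1-5 at 17 and 26 dpi. Using limma-voom for WT and the likelihood ratio test for Hvmlo1-5 gave 82.9% of WT DEGs not called in Hvmlo1-5 at 17 dpi.

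With every library thinned to 30639074 counts, these results moved by less than the limits above. Estimating each gene's count from length-scaled TPM, or normalization by RLE, likewise moved none of them by more than these limits. The difference between the responses needs all 4 groups, so the fit of only 6 libraries gives no value for it.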

Differences from the paper's values

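At 17 dpi the paper's Fig. 1e shows about 920 DEGs in Hvmlo1-5 (read by eye), against 498 here, of which about 500 are shared with WT in the figure and 331 here, and about 420 are in Hvmlo1-5 alone and 167 here, 1 of which is called in the opposite direction in WT. The paper's Fig. S2 shows about 650 up-regulated genes and about 260 DEGs down-regulated in Hvmlo1-5 at 17 dpi (read by eye), against 398 and 100 here. Of the alternatives set before the data were examined, the likelihood ratio test (1018, 561, 457, 760 and 258), DESeq2 (954, 526, 428, 729 and 225), all 24 libraries in 1 fit (908, 498, 410, 649 and 259) and no fold change minimum (922, 516, 406, 569 and 353) bring all 5 numbers within 1.5 times of those in the figures, and filterByExpr brings the shared genes there (341). The other alternatives do not, and none of the 12 fits with a library left out does. Fits of all 24 libraries with limma-voom (814, 397, 417, 606 and 208) or with the likelihood ratio test (1209, 639, 570, 860 and 349), which were chosen after seeing the values, also bring all 5 numbers there. Of the 15 genes that Table 1 marks at 17 dpi, the former drops 4 (RAD1, STR, STR2 and AMT2-4) at an adjusted p of 0.05 and the latter 0. The setting with no fold change minimum departs from the cut-off of Fig. 1e. It also gave 7227 DEGs in WT at 17 dpi, far more than the paper gives.

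The paper gives a 30% reduction of the number of DEGs in Hvmlo1-5 at 26 dpi, against 7.8% here. None of the alternatives, set before or chosen after the values were seen, reaches it: they range from -5.1% to 10.1%, and from -1.3% to 19.7% with a library left out. Without Hvmlo1-5 nonmycorrhizal replicate 1 it was 19.7%. A different measure, the share of WT DEGs at 26 dpi that were not called in Hvmlo1-5, was 28.0%, from 23.3% to 34.5% over the alternatives. The likelihood ratio fit of 24 libraries that gives most 26 dpi fold changes of Table S2 was chosen after seeing the values. It covered all 39855 genes, and the share in it was 30.1%. The other likelihood ratio fit of 24 libraries, among the alternatives above, gave 31.3%. The paper words its 30% as a reduction of the number, and how it was computed was not tested.

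Table 1 marks 15 of its 16 genes as different between mycorrhizal roots of the genotypes at 17 dpi. Here 13 of these have an adjusted p under 0.05 from edgeR and 12 are called, VAPYRIN being under 2-fold. DMI1 (log2 difference -0.40, adjusted p = 0.0708) and DMI3 (-0.73, adjusted p = 0.104) do not pass. They pass 0.05 with the likelihood ratio test, DESeq2, all 24 libraries and only the 6 libraries compared, and with limma-voom or the likelihood ratio test on all 24 libraries, which were chosen after seeing the values and drop 4 and 0 of the 15. Over the alternatives their adjusted p ranged from 0.00114 to 0.359 and from 0.00142 to 0.317. PT4, which Table 1 leaves unmarked, also passes 0.05 in the settings that bring DMI1 and DMI3 there, except limma-voom on all 24 libraries. NSP1 is called between nonmycorrhizal roots at 17 dpi (log2 difference 1.36, adjusted p = 0.0392), where Table 1 has no mark. That call is near the threshold and was not checked under the alternatives or with a library left out.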

Other observations

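The tests of Table 1, of Table S2 and of the change with time in this part were chosen after the results were seen, and the comparisons of the HvMLO genes were not. The Table 1 values of mycorrhizal WT roots at 17 dpi equal replicate 3, as counts scaled to the library's total alone, for 16 of 16 genes and the mean of the 3 libraries for 0. The fold changes that Table S2 gives for WT at 17 dpi equal those of limma-voom on all 24 libraries for 100% of the genes compared. They equal those of the likelihood ratio test, which most values of its other columns equal, for 25.8%.

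Of the genes called in WT at 17 dpi, 1311 did not pass an adjusted p of 0.05 in the same direction in WT at 26 dpi. In nonmycorrhizal Hvmlo1-5 roots, which did not take part in choosing them, 730 (55.7%) changed in the same direction from 17 to 26 dpi and 20 in the opposite direction. The genes that did pass at 26 dpi had a like share (743 of 1463, 50.8%), so the share does not set the 1311 genes apart. Of the genes called in Hvmlo1-5 at 17 dpi, 18.1% changed in the same and 21.7% in the opposite direction with time in nonmycorrhizal WT roots. With a library left out the share of the 1311 ranged from 47.6% to 62.4%, and the number of genes was 511 without WT nonmycorrhizal replicate 2 and 533 without WT mycorrhizal replicate 2. The share was 54.3% after thinning and 55% with scaling to library size alone, which argues against depth and normalization. The highest WT mycorrhizal library of 17 dpi lay 49.28% of the way to 26 dpi, which argues against a mislabelled 26 dpi library. The 3 libraries lay at 39.9% on average (exact permutation p = 0.1, the smallest possible), and mycorrhizal Hvmlo1-5 libraries at -11.2% (exact permutation p = 0.5). Inoculated WT roots may have been further along the change between the time points, which these values do not decide. Nonmycorrhizal WT roots may instead have been behind those of Hvmlo1-5 at 17 dpi, for which the difference was 0.6811 on the log2 scale (exact permutation p = 0.3), so this stays open.

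HvMLO1 (HORVU4Hr1G082710) rose in WT at 17 dpi from 50.5 ± 5.33 to 70.9 ± 3.24 CPM (SD, n = 3), by 0.49 on the log2 scale (adjusted p = 0.0159 from edgeR), with 3 of 3 mycorrhizal libraries above the nonmycorrhizal ones. In Hvmlo1-5 at 17 dpi it went from 46.8 ± 5.49 to 58.4 ± 8.37 CPM, a change of 0.32 that did not pass the threshold (adjusted p = 0.189 from edgeR), and the difference between the responses, -0.17, did not either (adjusted p = 0.564). At 26 dpi it rose by 0.52 in WT and 0.54 in Hvmlo1-5. Every change was under 2-fold. HvMLO4 (HORVU2Hr1G013760) rose by 2.55 in WT at 17 dpi (adjusted p = 0.000976 from edgeR, higher in 3 of 3 libraries) and by 3.86 between the time points in nonmycorrhizal WT roots. Its response in Hvmlo1-5 differed by -1.89, which did not pass the threshold (adjusted p = 0.0685 from edgeR). At 26 dpi HvMLO4 rose from 7.38 ± 2.89 to 16.5 ± 5.25 CPM in WT (1.16, adjusted p = 0.0134) and from 8.31 ± 0.800 to 20.6 ± 4.26 CPM in Hvmlo1-5 (1.31, adjusted p = 0.00694). The WT call was lost without WT nonmycorrhizal replicate 1 or 3 or WT mycorrhizal replicate 3, and with a block by replicate letter both were. HvMLO13 (HORVU0Hr1G008830) was called in WT at 17 dpi (1.41, adjusted p = 0.0374) and at 26 dpi in WT (1.08, adjusted p = 0.0172) and Hvmlo1-5 (1.25, adjusted p = 0.00834). In Hvmlo1-5 at 17 dpi it was not (0.50, adjusted p = 0.604). Its 17 dpi WT call was lost without WT nonmycorrhizal replicate 2 or 3 or any WT mycorrhizal replicate, and its 26 dpi WT call without WT nonmycorrhizal or mycorrhizal replicate 1 or 3. The 17 dpi WT call was also lost with a block by replicate number (adjusted p = 0.0535 from edgeR) or letter (0.0563), and with length-scaled TPM (0.0802).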
